# Acetylation-Specific Interference by Anti-Histone H3K9ac Intrabody Results in Precise Modulation of Gene Expression

**DOI:** 10.3390/ijms23168892

**Published:** 2022-08-10

**Authors:** Simonetta Lisi, Matteo Trovato, Ottavia Vitaloni, Marco Fantini, Michele Chirichella, Paola Tognini, Sara Cornuti, Mario Costa, Marco Groth, Antonino Cattaneo

**Keywords:** intracellular antibodies, post-translational modifications (PTMs), epigenetic words, histone acetyltransferases HATs, HAT inhibitors (HATi)

## Abstract

Among Histone post-translational modifications (PTMs), lysine acetylation plays a pivotal role in the epigenetic regulation of gene expression, mediated by chromatin modifying enzymes. Due to their activity in physiology and pathology, several chemical compounds have been developed to inhibit the function of these proteins. However, the pleiotropy of these classes of proteins represents a weakness of epigenetic drugs. Ideally, a new generation of epigenetic drugs should target with molecular precision individual acetylated lysines on the target protein. We exploit a PTM-directed interference, based on an intrabody (scFv-58F) that selectively binds acetylated lysine 9 of histone H3 (H3K9ac), to test the hypothesis that targeting H3K9ac yields more specific effects than inhibiting the corresponding HAT enzyme that installs that PTM. In yeast scFv-58F modulates, gene expression in a more specific way, compared to two well-established HAT inhibitors. This PTM-specific interference modulated expression of genes involved in ribosome biogenesis and function. In mammalian cells, the scFv-58F induces exclusive changes in the H3K9ac-dependent expression of specific genes. These results suggest the H3K9ac-specific intrabody as the founder of a new class of molecules to directly target histone PTMs, inverting the paradigm from inhibiting the writer enzyme to acting on the PTM.

## 1. Introduction

Among diverse histone post-translational modifications (PTMs), histone acetylation of lysine residues plays a pivotal role in the epigenetic regulation of gene expression [1,2,3]. Histone acetylation is controlled by two main enzymatic classes, the HATs and the HDACs [4], and it also promotes transcription by providing binding sites for bromodomain-containing proteins [5]. The functional study and validation of individual PTM targets presents formidable challenges, and can only be indirect. Indeed, PTMs cannot be selectively inhibited by nucleic-acid-based interference approaches (such as, for instance, RNA interference) because they interfere with all variants of a protein simultaneously. A number of small molecules targeting Histone Deacetylases (HDACs), Histone Acetyl-Transferases (HATs) [6,7,8,9,10], as well as Bromodomains [11], are available, some of which are undergoing clinical trials for oncological and neurological pathologies [12,13]. However, these chemical inhibitors show generally poor target selectivity and unpredictable pleiotropic effects [14].

At present it is not straightforward to select specific small molecules inhibiting only a defined subset of histone modifying enzymes. Moreover, each such enzyme modifies multiple residues on different proteins. For this reason, HDAC, HAT, or BET inhibitors are intrinsically pleiotropic. Besides histones, a variety of non-histone substrates have been shown to be acetylated by HATs, thus the HATs are now generally categorized as lysine acetyltransferases [15].

In order to study the effects of a single epigenetic PTM on cell function [16,17] and to obtain a more focused therapeutic outcome, it would be important to interfere precisely with a single acetylated residue. Thus, developing compounds that can selectively target PTMs, as opposed to inhibiting the modifying enzymes, represents a ‘holy grail’ of drug development in different fields, including epigenetic therapeutics, cancer, and neurodegenerative diseases. 

To this aim, in this paper, we exploited intracellularly expressed antibody domains (intrabodies) [18,19,20,21] and the recently developed P.I.S.A (*Post-translational Intracellular Silencing Antibody*) technology [22] for the in vivo selection of intrabodies that specifically bind PTM-epitopes on the protein target. The strategy of directly targeting single epigenetic marks with PTM-specific intrabodies is predicted to achieve a superior specificity and selectivity with respect to the current approaches that target instead the epigenetic modifying enzymes responsible for installing the PTM [23]. However, a direct comparison between the two strategies is lacking.

Here, we tested this prediction by exploiting a specific anti-H3K9ac single-chain variable fragment (scFv) intrabody (scFv-58F), previously shown to induce a functional in-cell interference of the acetylated H3, by selectively binding to K9 acetylated histones H3 [22]. We demonstrated that targeting directly site-specific acetylated histone H3 with scFv-58F affects gene expression in a more specific and subtle way, compared to two well characterized HAT inhibitors (HATis). This H3K9ac-specific protein interference allowed for the identification of a group of genes involved in ribosome biogenesis and function as a target for the specific transcriptional regulation by H3K9 acetylation.

## 2. Results

### 2.1. The Transcriptional Effects of the Anti-H3K9ac scFv-58F Intrabody in Comparison to Those Induced by HAT Inhibitors

We compared the global gene expression changes driven by the histone PTM-selective interference with those induced by the inhibition of the corresponding modifying enzymes. We chose site-specific histone H3 acetylation as a target for this comparison, and we investigated the transcriptomic response in yeast cells, either expressing the intrabody anti-H3K9ac scFv-58F [22] or treated with HATs inhibitors [13]. The anti-H3K9ac scFv-58F is a recombinant antibody domain selected via P.I.S.A technology to bind acetylated lysine 9 on yeast and mammalian histone H3. When expressed in cells, the anti-H3K9ac scFv-58F specifically binds acetylated K9 on histone H3 [22]. For this comparative study, we used two chemical HAT inhibitors (HATi): CPTH2, a synthetic inhibitor of the Gcn5 HAT [24], responsible for H3K9 acetylation [25], and Curcumin, a natural compound, undergoing clinical trials [26], reported to inhibit p300/CBP HAT activity, but for which also non-HAT targeted activities are reported [27].

Three yeast strains were used: the pL220–58F–HA strain, stably expressing the scFv-58F-HA, the pL220–645–HA strain expressing an unrelated intrabody scFv-645-HA (an anti-neuroligin-2 intrabody), and a pL220–HA strain, carrying the empty vector pL220. 

Inhibition of histone H3 acetylation was obtained by treating the control yeast strain pL220–HA with either Curcumin (200 µM) or CPTH2 (400 µM) in SD-L media for 1 h (see Figure S1). The baseline control was represented by pL220–HA cells treated with the same concentration of DMSO (0.4%) used to dissolve the drugs. 

Total RNA was extracted from pL220–HA grown either in the presence of Curcumin or CPTH2, as well as from pL220–HA, pL220–58F–HA, or pL220–645–HA (the two intrabody-expressing strains) all grown in DMSO treated media, and RNA samples underwent RNA-sequencing (RNA-seq) analysis. 

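The RNA-seq data cover 15 cultures of the budding yeast strain L40, with 3 replicates of each of 5 conditions. The control strain carried the empty plasmid pL220 and received 0.4% DMSO, 200 µM Curcumin or 400 µM CPTH2 for 1 h, while the strains expressing scFv-58F, an intrabody against H3K9ac, or scFv-645, an intrabody against neuroligin, received 0.4% DMSO. Libraries were prepared with a stranded mRNA kit and sequenced as single reads in a single lane, and neither the sample labels nor the paper name a library or culture batch. The authors trimmed the reads, mapped them with segemehl to the third version of the S. cerevisiae genome (sacCer3) and counted the reads on each gene with NGSutils, without normalization. The counting ignored the strand and shared reads with several mapping positions between these positions, so that reads in the overlap of 2 genes on opposite strands cannot be assigned to either gene. The deposited values hold 6692 genes, of which 6008 were matched by their identifier to the reference annotation and 6000 of these (99.9%) had the same coordinates. The reads counted on genes ranged from 9062694 to 18878167 per sample, with a median of 12204400. The median was 12286799 for DMSO, 11770991 for Curcumin, 12735901 for CPTH2, 12204400 for scFv-58F and 11841384 for scFv-645. The smallest detectable share, taken as 3 counts, lay between 1.59e-05% and 3.31e-05% of a sample's counts, which covers counting error only. A total of 6588 genes with at least 10 counts in at least 3 of the 15 samples were tested, of which 1301 overlap another gene and 28 have the same counts as another gene in every sample. Library sizes were normalized by edgeR's TMM method, and normalized expression is given as CPM, the counts scaled to a common library size.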

Differential gene expression (DEG) analysis was performed, comparing either the two HATi-treated or the two intrabody-expressing conditions against the DMSO-treated baseline control condition (see Dataset S1).

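Each HATi-treated or intrabody-expressing condition was compared with the 3 DMSO-treated control samples in a separate model of its 6 samples. Genes were called differentially expressed (DEGs) at an adjusted p-value below 0.05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment and a fold change of at least 1.5. Replicates carry the numbers 1 to 3 in every condition, and the paper's text does not name what replicates of the same number share. Each model was therefore also fitted with the replicate number as a block. As a check of the pairing, the deviations of each sample from its group mean were correlated across genes between the groups of a comparison, for replicates of the same number and for replicates of different numbers. With 3 replicates, the deviations of a group sum to 0, so that only the difference between both values is informative. On simulated counts for 6588 genes with 200 changed genes, the threshold on the adjusted p-value alone recovered 96.5% of the changed genes, with 0 wrong signs. With the fold-change cutoff added, 98% of the 150 genes changed at least 2-fold were recovered. Recovery with both criteria was not calculated for the other changed genes, which were set at 1.5-fold. Among unchanged genes, 9 fell below the threshold on the adjusted p-value, 3 of which also passed the fold-change cutoff.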

Hierarchical Clustering and Principal Component Analysis (PCA) of the RNA-seq data showed that the Curcumin and CPTH2 treated samples account for most of the variation (Figure 1A and Figure S2A), with the two intrabody-expressing conditions being closest to the DMSO-treated control samples (Figure 1A,B and Figure S2A). 

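Distances between samples were calculated as Euclidean distances of log2 CPM (prior count 2) over the 6588 tested genes. The mean distance to the DMSO-treated samples was 108 ± 19.3 (SD, 9 pairs) for Curcumin and 55.8 ± 6.22 for CPTH2. It was 30.6 ± 1.80 for scFv-58F and 27.7 ± 2.31 for scFv-645, so that the ranges of the intrabody strains overlapped each other but not those of the drugs. Within groups, the mean distance of the 3 pairs was 19.0 for DMSO and 26.0 for CPTH2, but 63.2 for Curcumin, whose replicates differed more from each other than CPTH2 differed from DMSO. In the PCA of all 15 samples over all tested genes, PC1 accounted for 68.6% of the variance and placed the 3 Curcumin samples between 54.9 and 101.2, while all other samples lay below 0. PC2 accounted for 15.1% and placed the 3 CPTH2 samples between 32.3 and 45.7.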

Despite being close to DMSO-treated controls, the scFv-58F and scFv-645 samples formed two clearly separate clusters, indicating a different impact on global gene expression induced by the expression of the two intrabodies (Figure 1A and Figure S2D).

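Between the 3 scFv-58F and the 3 scFv-645 samples, the mean distance was 25.3 ± 2.14 (SD, 9 pairs), against 16.6 within scFv-58F and 19.4 within scFv-645. The mean distance between the strains exceeded the mean within them by 7.30 (one-sided exact permutation test, p = 0.1, the smallest p that the 10 splits of 3 samples against 3 allow). Over the 500 most variable genes in place of all tested genes, this difference was 4.30, and leaving out each sample in turn, an alternative chosen after seeing the data, gave 6.58 to 8.80. For all 3 samples of each intrabody strain, the nearest of the other 14 samples belonged to the same strain. Compared directly, 184 genes were DEGs between scFv-58F and scFv-645, 44 higher and 140 lower in scFv-58F. The split was 61 higher and 115 lower with DESeq2's size factors, and 27 higher and 205 lower with scaling by library size only. A second centring on top of TMM, run after seeing the data, scaled the libraries a second time and moved the median of all genes to 0.08. It left 76 of 182 DEGs lower (41.8%), so that the majority depends on where the scaling centres the genes. In a single model of all 5 groups 7 genes were DEGs, and a test against the fold-change cutoff itself (glmTreat), which gave the smallest count, called 5, while 1415 genes passed the adjusted p-value alone. Modelling the replicate number as a block gave 183 DEGs, while the deviations correlated at −0.14 for the same replicate numbers and at 0.07 for different numbers. The strongest decrease was that of COS12 (YGL263W, chromosome VII, 2790 to 3932), from 6.32 ± 0.876 CPM in scFv-645 to 1.70 ± 0.363 CPM in scFv-58F (SD, n = 3), a log2 fold change of −1.90 (standard error 0.20, adjusted p = 0.000444 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The strongest increases were those of EGO4 (YNR034W-A, chromosome XIV, 692561 to 692857), with a log2 fold change of 1.16 (standard error 0.09), and of PCK1 (YKR097W, chromosome XI, 631152 to 632801), with 1.13 (standard error 0.31). PCK1 ranged from 0.57 to 1.40 when samples were left out in turn, and its adjusted p of 0.0257 from the same edgeR test with Benjamini-Hochberg adjustment rose above the threshold in 2 of these fits and in 2 of the other models.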

In line with the expected pleiotropy of the HATi drugs, both Curcumin and CPTH2 treatments broadly affected gene expression in *S. cerevisiae* to a much greater extent, inducing deregulation of 3703 and 1963 genes (p.adj < 0.05 and fold-change cutoff = 1.5), respectively (Figure 1C and Figure S2B). 

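Curcumin changed 3467 of the 6588 tested genes, 1838 higher and 1629 lower than in DMSO, and CPTH2 changed 2043 genes, 928 higher and 1115 lower. The median absolute log2 fold change of these genes was 1.29 for Curcumin and 0.85 for CPTH2. A replicate block left 3323 DEGs in Curcumin and 2050 in CPTH2. Deviations correlated at 0.05 for the same and −0.02 for different replicate numbers in the Curcumin comparison, and at −0.19 and 0.09 in the CPTH2 comparison. Scaling by library size only shifted the median log2 fold change of all genes in Curcumin to 0.38 and split its DEGs into 2521 higher and 1052 lower genes. A second centring on top of TMM, run after seeing the data, scaled the libraries a second time. It shifted the median to −0.31 and left 2322 of 3538 DEGs lower (65.6%). In Curcumin, the strongest decreases were those of LYS9 (YNR050C, chromosome XIV, 714048 to 715388), from 1386 ± 57.2 to 59.8 ± 22.5 CPM (SD, n = 3), and of LYS12 (YIL094C, chromosome IX, 186517 to 187632), from 1442 ± 64.9 to 90.6 ± 62.5 CPM. Their log2 fold changes were −4.55 and −4.01 (standard errors 0.36 and 0.51, adjusted p = 0.000612 and 0.00144 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). SPO19 (YPL130W, chromosome XVI, 304387 to 305058) rose from 0.330 ± 0.0763 to 156 ± 96.0 CPM, a log2 fold change of 8.84 (standard error 0.75), and LSO1 (YJR005C-A, chromosome X, 448477 to 448758) by 8.18 (standard error 0.42), both from a few counts in DMSO. In CPTH2, HO (YDL227C, chromosome IV, 46271 to 48031) fell from 13.3 ± 1.57 to 1.48 ± 0.516 CPM, a log2 fold change of −3.18 (standard error 0.21, adjusted p = 9.63e-06 from the same edgeR test with Benjamini-Hochberg adjustment), and the histone gene HTA2 (YBL003C, chromosome II, 235394 to 235792) had a log2 fold change of −2.55 (standard error 0.40). HSP26 (YBR072W, chromosome II, 382030 to 382674) rose from 31.6 ± 2.30 to 947 ± 331 CPM, a log2 fold change of 4.90 (standard error 0.25), and OSI1 (YKL071W, chromosome XI, 305114 to 305884) had one of 4.88 (standard error 0.45).

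**Figure D1:**
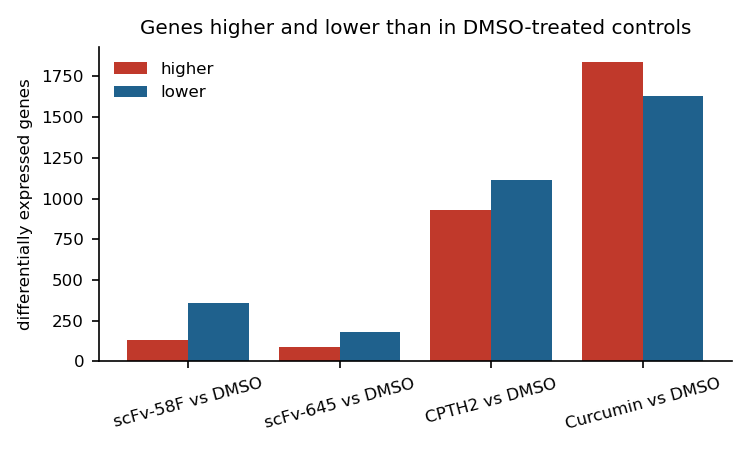
Number of differentially expressed genes (y axis) in each condition compared with DMSO, with bars for genes higher and genes lower than in DMSO. Curcumin has 1838 higher and 1629 lower genes, and scFv-645 has the smallest numbers, 87 and 178.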

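In the scFv-58F strain, 488 of the tested genes were DEGs compared with DMSO, with a median absolute log2 fold change of 0.73, and 3231 genes passed the adjusted p-value alone. With the replicate number as a block, 491 genes were DEGs, and the deviations correlated at 0.03 for the same and −0.01 for different replicate numbers. With all 5 groups in a single model, 230 genes were DEGs, all of them among the 488. The strongest decreases were those of YNR064C (chromosome XIV, 749136 to 750008), which encodes an epoxide hydrolase, from 34.0 ± 10.5 to 7.49 ± 1.07 CPM (SD, n = 3), and of YIR042C (chromosome IX, 435273 to 435983), from 35.0 ± 0.885 to 10.3 ± 0.830 CPM. Their log2 fold changes were −2.17 and −1.78 (standard errors 0.21 and 0.08, adjusted p = 2.03e-05 and 4.59e-07 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The strongest increases were those of BTN2 (YGR142W, chromosome VII, 772454 to 773686), from 51.6 ± 9.65 to 242 ± 28.5 CPM, and of the chaperone gene HSP26 (YBR072W), to 98.6 ± 5.51 CPM. Their log2 fold changes were 2.21 and 1.64 (standard errors 0.12 and 0.07, adjusted p = 2.52e-06 and 4.59e-07 from the same edgeR test with Benjamini-Hochberg adjustment).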

On the other hand, the scFv-58F intrabody induced less dramatic transcriptomic changes (378 DEGs with p.adj < 0.05 and fold-change cutoff = 1.5. Figure 1D). 

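In the scFv-645 strain, 265 genes were DEGs compared with DMSO, 87 higher and 178 lower, while 1508 genes passed the adjusted p-value alone. The count was 271 with the replicate number as a block, and the deviations correlated at −0.04 for the same and 0.02 for different replicate numbers. In a single model of all 5 groups, 50 genes were DEGs. YNR064C had a log2 fold change of −2.16 (standard error 0.20) and DDI3 (YFL061W, chromosome VI, 9545 to 10222) one of −1.57 (standard error 0.15), each with an adjusted p = 9.79e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. BTN2 rose to 446 ± 101.4 CPM (SD, n = 3), a log2 fold change of 3.09 (standard error 0.18), and the HSP90 gene HSP82 (YPL240C, chromosome XVI, 96496 to 98625) rose from 180 ± 11.8 to 526 ± 105 CPM, a log2 fold change of 1.54 (standard error 0.13). Of the scFv-58F DEGs, 160 were also DEGs in scFv-645, 458 (93.9%) had the same sign there, and 193 differed directly between the strains at an adjusted p below the threshold of the same test. The median ratio of the scFv-645 to the scFv-58F log2 fold change over these genes was 0.64.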

Despite the lower number of DEGs in the intrabody expressing strains (Figure 1D for scFv-58F and Figure S2C for the negative control non PTM-targeting intrabody scFv-645), expression of scFv-58F still led to deregulation of a discrete set of genes. Notably, 73% (i.e., 276 out of 378) of the genes affected by scFv-58F expression were downregulated. This is in line with the selective interference of the intrabody with the H3K9ac modification, which usually marks active promoters. 

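Among the DEGs of scFv-58F, 358 were lower and 130 were higher than in DMSO, so that 73.4% were lower (Wilson 95% confidence interval 69.3% to 77.1%). In the model with the replicate block, 72.7% were lower. Of the alternatives set beforehand, scaling by library size only moved the share most, with 465 lower and 90 higher genes (83.8% lower). A second centring on top of TMM, run after seeing the data, scaled the libraries a second time and moved the median of all genes to 0.07. It left 263 of 495 genes lower (53.1%). It is not an equal alternative to a single scaling, but it shows that the share depends on where the scaling centres the genes. Leaving out each sample in turn gave shares between 69.1% and 76.3%.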

The set of DEGs in the scFv-58F-expressing cells provide, therefore, a transcriptional fingerprint of the effects of specifically blocking the H3K9ac epigenetic mark in yeast cells.

### 2.2. A Large Fraction (~70%) of the Genes Specifically Modulated by the scFv-58F Intrabody Are Also Modulated by CPTH2 Treatment

To further investigate the impact of the two HATi on gene expression, we selected genes that are both significantly differentially modulated in the presence of CPTH2 treatment (p.adj < 0.05 and fold-change cutoff = 2) and not affected in the presence of the non-PTM targeting intrabody scFv-645 (in order to account for non-specific gene expression changes due to the expression of an intracellular antibody in yeast cells). This set of differentially expressed genes was ordered by increasing log2 fold change in the heat-map shown in Figure 2A. This analysis revealed that the global gene expression pattern induced by CPTH2 and Curcumin shows an overall similarity (Figure 2A, Dataset S2). 

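The CPTH2 genes with an adjusted p-value below 0.05, a fold change of at least 2 and no change in scFv-645 (adjusted p-value of at least 0.05) numbered 470, of which 265 were higher and 205 lower than in DMSO. The list held 491 genes with the replicate number as a block. In a single model of all 5 groups, where fewer genes were removed because of scFv-645, it held 616 genes.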

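Over the 470 CPTH2 genes, the log2 fold change in Curcumin had the same sign as in CPTH2 for 328 genes, or 69.8% (Wilson 95% confidence interval 65.5% to 73.8%). The interval treats genes as independent, which they are not. This share was 69.7% with a replicate block and 72.6% with scaling by library size only. Leaving out each sample in turn, an alternative chosen after seeing the data, gave 66.8% to 74.9%, the highest without the first CPTH2 sample. Across these genes, the log2 fold changes in CPTH2 and Curcumin correlated at r = 0.449 (Spearman 0.435), where both share the DMSO samples and genes are not independent replicates. The median absolute log2 fold change was 1.25 in CPTH2 and 1.03 in Curcumin. A total of 278 genes were DEGs in Curcumin, 223 of them in the direction of CPTH2, and 227 genes changed at least 2-fold in Curcumin.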

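Over the same genes, the median absolute log2 fold change was 0.28 in scFv-58F and 0.14 in scFv-645, whose changed genes had been removed from the list. In scFv-58F, 49 of them were DEGs, 47 in the direction of CPTH2, and 5 changed at least 2-fold. The sign in scFv-58F was that of CPTH2 for 347 genes (73.8%), with a correlation of r = 0.509 across genes.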

As displayed in the heatmap, this set of genes (*n* = 435) was only modestly affected in the scFv-58F condition.

Next, we defined a subset of genes specifically modulated by scFv-58F, by selecting those genes that are significantly differentially expressed in the presence of the H3K9ac-targeting intrabody (p.adj < 0.05 and fold-change cutoff = 1.5) and subtracting those that are modulated by the non-specific control intrabody scFv-645. This leads to a list of 89 genes whose expression is specifically modulated by the scFv-58F intrabody. 

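Genes that were DEGs in scFv-58F compared with DMSO, had an adjusted p-value below 0.05 in the direct comparison with scFv-645 and had none below 0.05 in scFv-645 compared with DMSO numbered 102. Of these, 78 are also in the paper's list. With the block, the list held 105 genes, 93 of them among the 102. It was most different in a single model of all 5 groups, with 5 genes, and leaving out each sample in turn gave 100 to 169 genes. In the list, 16 genes overlap another gene, 6 of them another gene of the list. The strongest decreases were those of YGL262W (chromosome VII, 5312 to 5839), with a log2 fold change of −1.55 (standard error 0.44), and YML122C (chromosome XIII, 26038 to 26418), which fell from 1.02 ± 0.318 to 0.363 ± 0.0792 CPM (SD, n = 3), both with few counts. Their adjusted p was 0.015 and 0.00639 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. YDR183C-A (chromosome IV, 830397 to 830654), which overlaps YDR184C, fell from 4.07 ± 0.258 to 1.76 ± 0.239 CPM, a log2 fold change of −1.18 (standard error 0.19). The strongest increase was that of EGO4, from 411 ± 43.2 to 879 ± 67.3 CPM, a log2 fold change of 1.09 (standard error 0.08, adjusted p = 7.63e-06 from the same edgeR test with Benjamini-Hochberg adjustment).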

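Of the 102 genes, 97 (95.1%, Wilson 95% confidence interval 89.0% to 97.9%) had the same sign of the log2 fold change in scFv-58F and in CPTH2. The share was 95.2% with the replicate number as a block and 93.1% with DESeq2's size factors. Of the alternatives chosen after seeing the data, leaving out each sample in turn gave at least 90.2%, and a single model of all 5 groups, whose list held 5 genes, gave 100%. Because both conditions were compared with the same DMSO samples, the share was also calculated with different DMSO samples for each condition, which gave 93.1% to 96.1%. Over all tested genes, 62.8% had the same sign. Across the 102 genes, the log2 fold changes correlated at r = 0.803 (Spearman 0.622), which describes genes and not independent replicates. The 71 genes that were lower in scFv-58F had a median log2 fold change of −0.68 in scFv-58F and −0.79 in CPTH2, and the 31 higher genes had 0.67 and 0.80. In scFv-645, where the rules of the list exclude changed genes, the medians were −0.13 and 0.12. Compared directly, 49 of the 102 genes differed between CPTH2 and scFv-58F at an adjusted p-value below the threshold.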

Notably, the overall expression pattern of the 89 genes defined in this way, was strikingly similar between the scFv-58F and CPTH2 conditions (Figure 2B). In particular, a large fraction (i.e., 62/89, ~70%) of the genes specifically modulated by scFv-58F was also modulated and differentially expressed after CPTH2 treatment (Figure 2C).

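Of the 102 genes, 71 were also DEGs in CPTH2, or 69.6% (Wilson 95% confidence interval 60.1% to 77.7%), 70 of them in the same direction. Among the 5080 tested genes without a change in scFv-645, from which the list could be drawn, 1518 (29.9%) were DEGs in CPTH2, which gives an odds ratio of 5.59 (one-sided Fisher's exact test, p = 7.25e-17). Genes were not independent in this test, and both lists share the DMSO samples. With the replicate number as a block, 72 genes were shared, and leaving out each sample in turn gave 64 to 120. The most different count, 4 genes, came from a single model of all 5 groups. The direct comparison of scFv-58F and scFv-645 holds no DMSO samples. Of its 184 DEGs, from which genes changed in scFv-645 were not removed, 122 were also DEGs in CPTH2.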

Furthermore, for this set of genes the expression pattern observed after Curcumin treatment appears to be reversed, if compared to scFv-58F and CPTH2 treatments (Figure 2B). This is most likely due to the fact that not all actions of Curcumin on gene expression are ascribable to HAT inhibition, but also to some other known opposite effects on HDACs [28] and on other non-histone targets [29]. 

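In Curcumin, 82 of the 102 genes had the opposite sign to scFv-58F and 20 (19.6%, Wilson 95% confidence interval 13.1% to 28.4%) the same sign. In the model with a replicate block, 22.9% had the same sign. Leaving out each DMSO, Curcumin, scFv-58F or scFv-645 sample in turn, an alternative chosen after seeing the data, gave 20.5% to 30.4%, the highest without the third scFv-58F sample. In Curcumin, 48 of the genes were DEGs in the opposite direction to scFv-58F and 7 in the same direction, and 80 differed between Curcumin and scFv-58F in the direct comparison. The genes lower in scFv-58F had a median log2 fold change of 0.70 in Curcumin, and the higher genes −0.71. Across the genes, the log2 fold changes correlated at r = −0.574 (Spearman −0.545). Over all tested genes, 42.1% had the same sign in scFv-58F and Curcumin.

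**Figure D2:**
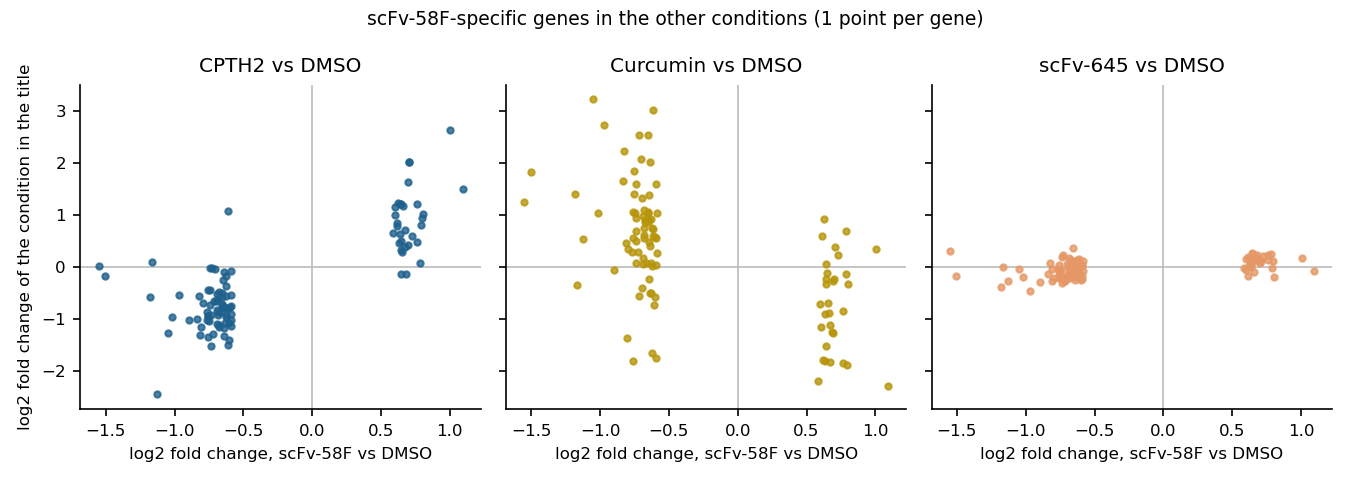
Log2 fold change compared with DMSO in CPTH2, Curcumin and scFv-645 (y axes) against that in scFv-58F (x axis), with 1 point for each of the 102 genes specifically modulated by scFv-58F. In CPTH2, 97 points have the same sign on both axes, and in Curcumin 20.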

The expression of scFv-58F alters a subset of genes that constitute only one branch of the targets of the CPTH2 HATi drug, de facto pruning all the other undesired (i.e., non H3K9ac-dependent) transcriptional side-effects. Moreover, despite CPTH2 and Curcumin having a very similar overall effect on the cell, based on global transcriptional patterns, they differ in this particular subset modulated by the intrabody scFv-58F, namely the genes regulated by H3K9 acetylation, in which they demonstrated an opposite effect. This fact corroborates the idea that the effect of these HATi drug types is pleiotropic and modular and that we can directly affect a single branch of their targets with intracellular antibodies interfering with one specific PTM target.

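Over all 6588 tested genes, CPTH2 and Curcumin had log2 fold changes of the same sign for 3951 genes, or 60.0%, and these correlated at r = 0.307 across genes (Spearman 0.288). Compared directly, 3316 genes were DEGs between Curcumin and CPTH2, 1760 higher and 1556 lower in Curcumin. Among the 102 genes specifically modulated by scFv-58F, 75 differed between Curcumin and CPTH2 at an adjusted p-value below the threshold.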

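Compared directly with scFv-58F, 1814 genes were DEGs in CPTH2, 915 higher and 899 lower, and 3694 in Curcumin, 1946 higher and 1748 lower. Of the DEGs of scFv-58F compared with DMSO, 256 were also DEGs in CPTH2 and 356 had the same sign there. The paper describes CPTH2 and Curcumin as opposite in the scFv-58F list but similar in their overall effect. It takes this contrast to back the idea of pleiotropic and modular drug effects.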

From these results we conclude that the transcriptional effect obtained by a direct interference with H3K9ac, using an H3K9ac-selective intrabody, is much more defined and restricted, when compared to that obtained with HATi treatment, which results instead in a much broader transcriptional outcome.

A subset of the genes most strongly modulated by scFv-58F was selected for validation by qPCR (see Figure 2B): we selected the two top upregulated (i.e., URA7, MAK16) and the two top downregulated genes (i.e., SPG1 and SNZ1) by scFv-58F expression (Figure 2D). 

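URA7 (YBL039C, chromosome II, 143989 to 145728), which encodes a CTP synthase and overlaps YBL039C-A, had 61.5 ± 4.24 CPM in DMSO and 30.4 ± 2.08 CPM in scFv-58F (SD, n = 3), a log2 fold change of −1.02 (standard error 0.07, adjusted p = 6.4e-06 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). MAK16 (YAL025C, chromosome I, 100225 to 101145), which encodes a ribosome biosynthesis protein, had 38.5 ± 4.37 and 19.1 ± 1.15 CPM, a log2 fold change of −1.02 (standard error 0.09, adjusted p = 1.38e-05 from the same edgeR test with Benjamini-Hochberg adjustment). SPG1 (YGR236C, chromosome VII, 962530 to 962817) had 26.8 ± 3.67 CPM in DMSO and 53.9 ± 5.88 CPM in scFv-58F, a log2 fold change of 1.01 (standard error 0.10, adjusted p = 2.58e-05 from the same edgeR test with Benjamini-Hochberg adjustment). SNZ1 (YMR096W, chromosome XIII, 458408 to 459301), which encodes a pyridoxine biosynthesis protein, had 120 ± 6.82 and 209 ± 8.56 CPM, a log2 fold change of 0.80 (standard error 0.06, adjusted p = 7.02e-06 from the same edgeR test with Benjamini-Hochberg adjustment). With the replicate number as a block, the log2 fold changes were −1.02 for URA7, −1.02 for MAK16, 1.00 for SPG1 and 0.80 for SNZ1. For these 4 genes in scFv-58F compared with DMSO, only a single model of all 5 groups changed a call, that of SNZ1, with an adjusted p = 0.0675 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. In scFv-645, URA7 had a log2 fold change of −0.26 with an adjusted p = 0.0476 from the same edgeR test with Benjamini-Hochberg adjustment, which keeps it out of the 102 genes but rose above the threshold in 9 of the alternatives, and the adjusted p of MAK16, SPG1 and SNZ1 was 0.146, 0.246 and 0.0703. In CPTH2, the log2 fold changes of URA7, MAK16, SPG1 and SNZ1 were −1.19, −0.97, 2.64 and 1.01, and in Curcumin 1.01, 1.05, 0.35 and −0.33. That of SNZ1 in CPTH2 ranged from 0.55 to 1.25 across left-out samples, with 162, 377 and 187 CPM in the 3 CPTH2 samples. TUB1 (YML085C, chromosome XIII, 97941 to 99400), the reference gene of the qPCR, had 245 ± 5.55 CPM in DMSO, 247 ± 7.52 CPM in scFv-58F and 289 ± 34.9 CPM in scFv-645. It was lower in CPTH2, at 193 ± 26.4 CPM, a log2 fold change of −0.34 (adjusted p = 0.0208 from the same edgeR test with Benjamini-Hochberg adjustment, above the threshold in 4 alternatives, a single model of all 5 groups and without the first or second DMSO or the second CPTH2 sample), and had 220 ± 195 CPM in Curcumin (99.8, 115 and 445 CPM in the 3 samples).

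**Figure D3:**
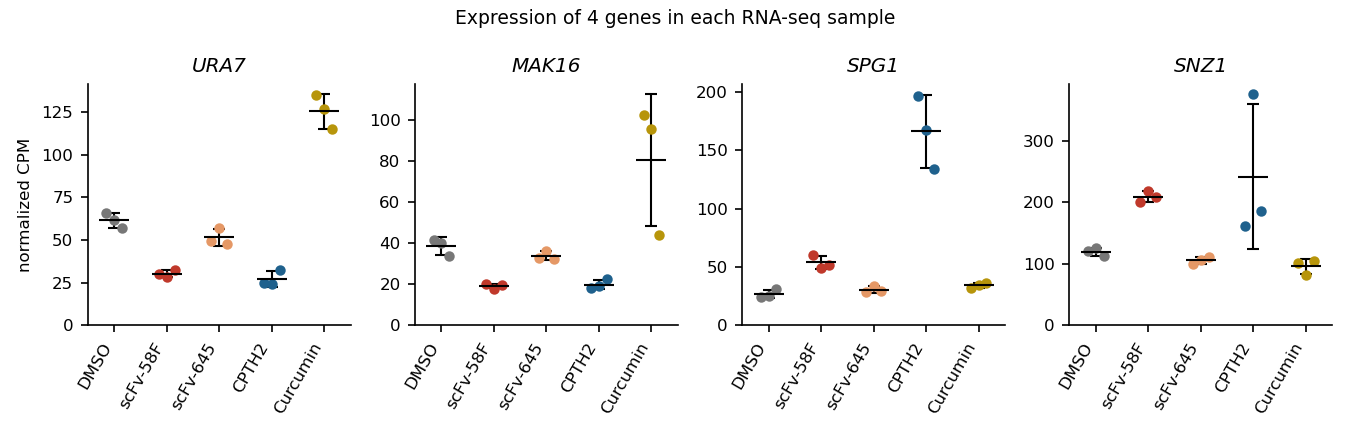
Normalized CPM (y axes) of URA7, MAK16, SPG1 and SNZ1 in each condition, with 1 point per sample and lines for the mean ± SD of 3 samples. From DMSO to scFv-58F, the mean of URA7 goes from 61.5 to 30.4 CPM and that of SPG1 from 26.8 to 53.9 CPM.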

Notably, qPCR data (solid columns) replicated the results obtained by NGS (striped columns), with a high grade of statistical significance (Figure 2D).

### 2.3. Gene Ontology Enrichment Analysis Links H3K9ac-Specific Interference to Transcriptional Regulation of Ribosome-Related Genes

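Of the 102 genes specifically modulated by scFv-58F, 71 were lower than in DMSO (Wilson 95% confidence interval of the share, 60.1% to 77.7%). Under the replicate block, 64.8% were lower. Scaling by library size only gave 127 lower genes (85.8%), and leaving out each sample in turn gave shares between 58.7% and 76.7%.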

As far as the mechanism and the consequences of the H3K9ac-specific interference is concerned, inspection of the intrabody-specific differentially expressed genes by scFv-58F (removing the effect of the presence of a generic intrabody in the cell) shows that 65% of DEGs (*n* = 58) are downregulated (Figure 2B). This is in line with the selective interference by the intrabody with the acetylated H3K9, a PTM known to mark transcriptionally active promoters and hence generally associated with transcriptional activation [30]. Therefore, binding of the intrabody to H3K9ac may competitively hinder the access of other transcriptional regulators to this docking site on chromatin, thereby affecting transcription. 

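Terms of the Gene Ontology (GO) with experimental evidence were taken from the reference annotation. For rRNA processing and the nucleolus, only genes annotated directly to the term were counted, without those of its narrower terms. The ribosome biogenesis set was broader and joined the genes of several terms. Their names include ribosome biogenesis, rRNA processing, rRNA maturation, biogenesis or assembly of a ribosomal subunit, or preribosome. Of the 102 genes, 22 are ribosome biogenesis genes, against 294 of the 6588 tested genes (odds ratio 6.28, one-sided Fisher's exact test, p = 4.22e-10, adjusted p = 1.44e-09 by the Benjamini-Hochberg method over 51 such tests). Against the 210 ribosome biogenesis genes among the 5080 genes without a change in scFv-645, which could have entered the list, the odds ratio was 7.01 (Fisher's exact test, p = 7.92e-11). Against all tested genes, the background of the 6.28 and of the alternatives that follow, the replicate block gave 6.43. Of the alternatives chosen after seeing the data, leaving out each sample in turn gave odds ratios of 5.05 to 7.27, a correction for gene length and GC content gave 7.70, and a single model of all 5 groups moved it most, to 14.4, from 2 of only 5 genes. For the nucleolus, 19 genes were found (odds ratio 8.74 in the background of 5080 genes, Fisher's exact test, p = 4.19e-11), and for rRNA processing 8 genes (odds ratio 10.0, p = 5.36e-06). All 22 ribosome biogenesis genes were lower in scFv-58F, with a median log2 fold change of −0.68 against −0.22 for the other 272, and in scFv-645 the medians were 0.01 and 0.03. The larger median of the 22 genes in scFv-58F and their median near 0 in scFv-645 follow from the rules that define the list. Over all 294 ribosome biogenesis genes, which were not selected by these rules, the median was −0.25 in scFv-58F, with 46 genes higher, and 0.02 in scFv-645. Of the 31 genes drawn in Figure 3B, 29 were lower in scFv-58F, with a median of −0.69 over all 31, and 28 are among the 102 genes.

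**Figure D4:**
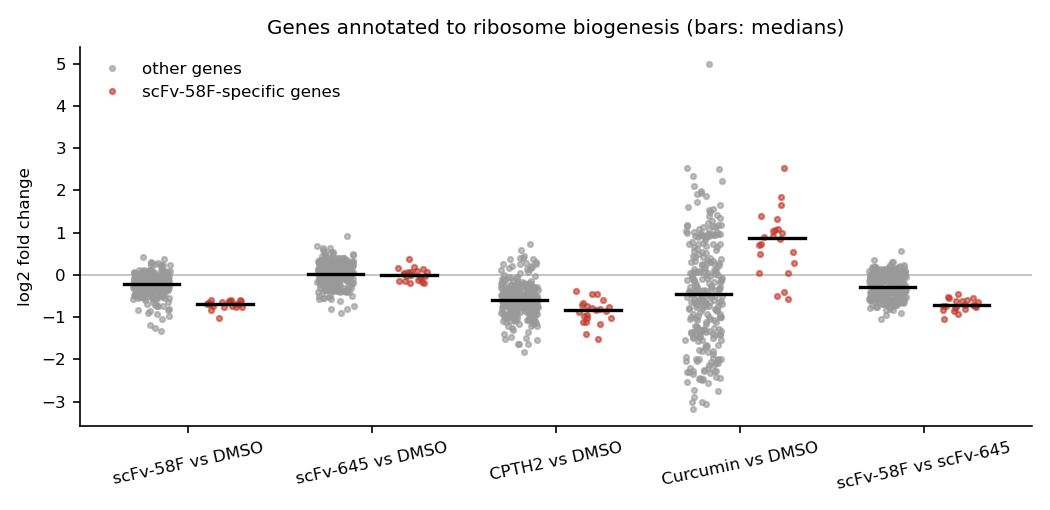
Log2 fold change (y axis) of the 22 ribosome biogenesis genes specifically modulated by scFv-58F and of the 272 other ribosome biogenesis genes in 5 comparisons, with 1 point per gene and bars for medians. In scFv-58F compared with DMSO, the medians are −0.68 and −0.22, a difference that follows from how the 22 genes were selected.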

Gene ontology enrichment analysis of the scFv-58F DEGs showed a prominent modulation of genes involved in ribosome biology (e.g., nucleolus, ribosome biogenesis, rRNA processing, Figure 3A), with the vast majority of those genes being downregulated by scFv-58F (Figure 3B). This indicates that the H3K9 acetylation might be specifically connected with the collective transcriptional regulation of genes involved in ribosome biogenesis and function. Notably, a similar link between H3K9 post-translational modifications and ribosome function in yeast was previously reported in histone mutagenesis studies [31] or via RNA-seq and ChIP-seq analysis [32,33].

### 2.4. Gene Expression in Mammalian Cells Expressing scFv-58F

The experiments in yeast cells provided a clear-cut demonstration that directly targeting single epigenetic marks with PTM-specific intrabodies achieves a superior specificity and selectivity with respect to targeting the modifying enzymes responsible for installing the PTM. Having investigated the transcriptional consequences of H3K9ac-specific interference in yeast cells, we aimed to explore if this PTM-specific intrabody approach is also effective in mammalian cells. 

Stably-transfected HeLa cells expressing HA-tagged scFv-58F were analyzed. Nucleosome-enriched protein extracts were prepared from HeLa cells expressing the scFv-58F intrabody targeted to the nucleus via a nuclear localization sequence (scFv-58F-NLS) or retained in the cytoplasm (devoid of the nuclear localization sequence (scFv-58F-Cyto)) and from untransfected HeLa cells (WT). The scFv-58F-Cyto format of the intrabody serves as a control for the subcellular specificity of the interaction of scFv-58F-NLS with K9 acetylated H3 in nucleosome-enriched protein extracts.

To detect a physical association between scFv-58F and acetylated H3 histone, immunoprecipitation (IP) of acetylated H3 and of “total H3” (using an antibody whose binding to H3 is unaffected by the presence or not of the acetylation) was performed. Notably, both acetylated and total histone H3 IPs pulled down scFv-58F-NLS, as shown in the subsequent anti-HA blot (detecting the HA-tagged scFv-58F) (Figure 4A,B). The intensity of the scFv-58F bands on the western blot, after IP of acetylated H3 is equal to that of the band after IP of “total H3”, showing that the scFv-58F specifically interacts with the acetylated pool of H3. On the other hand, IP of acetylated and of total histone H3 from nucleosome-enriched protein extracts, did not pull down scFv-58F-cyto. Altogether, this demonstrates that the scFv-58F intrabody is able to interact with the acetylated H3 in the nucleus of mammalian cells, and the intrabody localized in the cytoplasm fails to bind acetylated H3 in nucleosome-enriched protein extracts.

Having established that scFv-58F binds acetylated histone H3 in the nucleus of mammalian cells, we sought to investigate the functional relevance of this interaction, by exploring the gene expression of candidate genes in stably-transfected HeLa cells expressing the scFv-58F-NLS or the control intrabody scFv-645-NLS. At first, we measured the expression of transcripts that are human orthologs of those most significantly regulated in yeast cells expressing scFv-58F, as indicated by our transcriptome analysis (Figure 1A). However, no significant expression changes in the investigated genes were found (Figure S3A), which might be explained by differences in both the genomic localization and function of H3K9ac between mammalian and yeast cells. Then, we analyzed a number of genes whose expression had been shown to be regulated by HATi treatment, or by knock-down of the GCN5/PCAF complex, in HeLa cells, in previous reports [30,31,34]. Those studies globally modulated histone acetylation with strong alterations in the expression of a subset of genes. Among these, qPCR analysis revealed that SMAD3 (SMAD Family Member 3), SP2 (Sp2 Transcription Factor) and MKNK2 (MAPK Interacting Serine/Threonine Kinase 2) were significantly down-regulated in the presence of scFv-58F-NLS, with respect to WT cells (Figure 4C). Those genes are involved in regulation of transcription (SP2 and SMAD3), in the transmission of signals from the cell surface to the nucleus (SMAD3), or in the mitogen-activated protein kinase signaling pathway being important for translation, cell proliferation, and oncogenic transformation (MKNK2). On the other hand, other transcripts impacted by HATi treatment were, instead, not altered by expressing scFv-58F-NLS (Figure S3B). This finding reinforces the concept that also in human cells the intrabody scFv-58F-NLS allows a more specific transcriptional modulation than that achieved by the HAT inhibitors or by interfering with GCN5/PCAF through precisely targeting H3K9ac. 

Altogether, our results indicate that the intrabody scFv-58F-NLS can be successfully expressed in mammalian cell systems in vitro and that upon expression in the nucleus it induces specific transcriptional regulation of target genes.

## 3. Discussion

Post-translationally modified proteins represent a huge and untapped source of biologically important and disease-relevant targets, but their systematic biological elucidation and validation for research and therapeutic purposes is hampered by a lack of specific tools and experimental strategies. In particular, histone post-translational modifications (PTMs) play a pivotal role in the epigenetic regulation of gene expression [1,2], mediated by proteins known as “writers”, “readers”, and “erasers” [4]. Due to their relevant activity in physiology and pathology, several chemical compounds have been developed to inhibit the function of these proteins, also in a therapeutic perspective [6,7,8]. However, the pleiotropy and multi-specificity of these classes of proteins represent an intrinsic weakness of current epigenetic drugs [14].

Ideally, rather than inhibiting the writer enzymes (e.g., a HAT), that act on several different targets, one would need to target a single PTM site on a given protein per se (that we called “epigenetic word”) [23,35]. We have recently shown the feasibility of an experimental strategy of directly targeting single epigenetic marks with PTM-specific intrabodies [22]. In Chirichella et al. [22], we selected an anti-H3K9ac single-chain variable fragment (scFv-58F) intrabody using the P.I.S.A technology. Importantly, we showed that this intrabody specifically and directly binds the H3K9ac epitope exerting significant functional consequences on transcription and we provided evidence of such interference in living yeast cells. This PTM-specific interference was predicted to achieve a superior specificity and selectivity with respect to the currently used inhibitors targeting the enzymes installing the PTM, but a direct comparison between the two strategies is lacking. Here, we tested this prediction by exploiting a specific anti-H3K9ac single-chain variable fragment (scFv) intrabody, called scFv-58F, recently selected by P.I.S.A technology and shown to induce a functional in-cell interference of the acetylated H3, by selectively binding to acetylated histone H3 in cells [22].

We provide here the first comparative evidence that the direct interference with a single acetylated residue, obtained by a PTM-specific intrabody, results in a remarkably more restricted and specific effect on gene modulation, compared to that achieved by a broader interference using current HAT-targeting small molecule inhibitors. 

The general implication of this result, from a methodological point of view, is that the systematic selection of anti-PTM intrabodies and their use for a PTM-specific interference in living cells will provide a new level of precision and specificity in the description of epigenetics, offering new tools for research and paving the way to new therapeutic opportunities. 

As for the specific PTM analyzed here, namely the acetylated lysine 9 of H3, the greater specificity of the H3K9ac-specific interfering intrabody over standard HATi drugs allowed to demonstrate the transcriptional regulation of genes involved in ribosome biogenesis and function, as a likely downstream target of H3K9 acetylation in *Saccharomyces cerevisiae*. Links between H3K9 acetylation and the modulation of genes involved in ribosome function and biogenesis in yeast have been previously reported, on the basis of systematic mutagenesis of the acetylated lysines [31] or via ChIP and ChIP-seq analyses [32,33,36]. The latter studies established that induction of histone acetylation (and notably of H3K9 acetylation) occurs at several “growth-related genes”, upon stimulation of yeast cells into the growth phase. The genome-wide assessment of H3K9 acetylation locations by ChIP-seq analysis, showed that H3K9 acetylation was present almost exclusively at the promoters of “growth-related genes” (particularly, genes involved in ribosome function and biogenesis, translation, and in amino acid metabolism) to enable their transcription [32,36]. Accordingly, we compared the genes modulated by scFv-58F expression with the genes identified by H3K9ac ChiP-Seq after yeast growth induction [36]. We found that 50 out of 89 genes specifically modulated by scFv-58F (Figure 2B) had been identified as “growth-related” genes in previous work [36], by elevated H3K9ac ChIP-seq signal on their promoters. Moreover, 49 out of the 50 “growth-related” genes modulated by scFv-58F were downregulated, reinforcing the hypothesis that the H3K9ac-binding intrabody acts by inhibiting transcription of a specific subset of genes in yeast (i.e., 84%, 49/58, genes downregulated by scFv-58F, identified as “growth-promoting”).

These comparative data with the literature provide an independent validation of the PTM-selective interference method demonstrated in this paper and show that the superior precision of this method can generate new valuable data and hypotheses for future investigations. As expected, HATs inhibition by the two drugs affected the expression level of a multitude of genes, with Curcumin displaying a larger effect, in line with the literature. The HAT inhibitory activity of Curcumin is principally exerted on p300/CBP, even though it has pleiotropic [29], often contrasting, effects. Indeed, Curcumin has also been reported to inhibit HDAC enzymes, even more potently than other HDAC inhibitors, such as valproic acid and sodium butyrate [37]. Moreover, Curcumin activities both in DNA methyltransferases inhibition [38] and in regulation of miRNA expression [39,40] have been reported. Such broad biological activities underlie the massive transcriptional dysregulation observed after Curcumin treatment.

On the other hand, CPTH2 is a synthetic small-molecule with a more specific inhibitory activity on Gcn5 [24]. This lysine acetyltransferase enzyme is known to acetylate histone H3 lysine 9 [25,41], in addition to other non-histone targets, such as the tumor suppressor p63, the c-Myc oncoprotein, the NF-kB transcription factor [42], and the metabolic co-activator PGC-1alfa [43]. Accordingly, the NGS data analysis shows that CPTH2 yields a more limited effect on gene expression compared to Curcumin. On the other hand, CPTH2 displays a significantly broader effect on gene expression than that observed in the yeast cells expressing the scFv-58F intrabody. It is remarkable that the genes specifically modulated by scFv-58F expression in great part (~70%) overlap with those modulated by CPTH2 treatment, despite representing a minor fraction of the latter (4.2%) (Figure 2C). 

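The 71 genes shared by scFv-58F and CPTH2 made up 4.68% of the 1518 DEGs of CPTH2 without a change in scFv-645. The share was 4.49% under the replicate block and 0.235% in a single model of all 5 groups. Leaving out each sample in turn gave 3.77% to 6.91%. At the adjusted p-value alone, without the fold-change cutoff for CPTH2, 87 of the 102 genes were also changed in CPTH2.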

Interestingly, inspection of the scFv-58F DEGs not overlapping with CPTH2 DEGs (27 genes) showed they encode for proteins involved in processes such as rRNA/ncRNA processing and metabolism. 

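Of the 102 genes specifically modulated by scFv-58F, 31 were not DEGs in CPTH2, of which 21 were lower in scFv-58F and 19 are in the paper's list of genes not shared with CPTH2. The number not shared was 33 with the replicate block, 57 with scaling by library size only and 1 in a single model of all 5 groups. Leaving out each sample in turn gave 20 to 49. Of the 31 genes, 27 had the same sign in CPTH2, 16 had an adjusted p-value below 0.05 in CPTH2 compared with DMSO without reaching the fold-change cutoff, and 15 differed between CPTH2 and scFv-58F in the direct comparison. Among them, 1 is annotated to rRNA processing (Fisher's exact test, p = 0.265 against the 5080 genes without a change in scFv-645 and 0.293 against all tested genes), 3 to ribosome biogenesis (p = 0.135 and 0.159) and 4 to the nucleolus (p = 0.0113 and 0.0202). Of the paper's own 27 genes, 3 are annotated to rRNA processing (odds ratio 11.6 against all tested genes, Fisher's exact test, p = 0.00316) and 5 to ribosome biogenesis (odds ratio 4.93, p = 0.00615, adjusted p = 0.0095 by the Benjamini-Hochberg method). To the nucleolus, 6 of the 27 are annotated (odds ratio 8.27 against all tested genes, Fisher's exact test, p = 0.00024).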

To add on to the work in yeast cells, we performed the first steps to evaluate whether the scFv-58F could similarly interfere with transcriptional regulation in mammalian cells. As a first approach, we tested the expression of human orthologs of the genes more strongly downregulated in yeast cells expressing scFv-58F. However, we did not observe significant expression changes for those gene candidates, likely due to differences in either the genomic localization or the function of H3K9ac between mammalian and yeast cells. With the aim of identifying a set of genes potentially susceptible to promoter-localized H3K9ac levels, we therefore analyzed the expression of a set of candidate genes whose expression in HeLa cells had been previously shown to be regulated either by HATi treatment (i.e., Garcinol) [34], or by knock-down of the GCN5/PCAF complex [30]. Among these, a number of candidates were indeed found to be regulated by scFv-58F in HeLa cells: scFv-58F expression in HeLa cells resulted in down regulation of selected genes coding for proteins involved in transcriptional regulation and signaling (i.e., SP2; SMAD3) and in cell proliferation (MKNK2). The results provide the foundation for a more thorough genome-wide analysis of the effects of scFv-58F on gene expression in mammalian cells, which is however out of the scope of the present study and should be the object of further investigation. Nevertheless, these results indicate the ability of scFv-58F to modulate gene expression also in non-yeast cells, opening novel avenues for future studies in mammalian systems.

Altogether, these data have fully supported the prediction that targeting a specific PTM yields more specific downstream effects than inhibiting the enzyme that installs that particular PTM, reflecting the conceptual difference of the two approaches; while the enzyme inhibitors determine a broad cascade of downstream effects, due to the pleiotropic activity of the enzyme on different histone residues and on many non-histone substrates [15,44], the intrabody selectively acts on one particular histone post-translationally modified residue (H3K9ac). Thus, while CPTH2 or Curcumin act by inhibiting broadly acting *writers*, the scFv-58F intrabody targets directly a single and specific *word*.

From a mechanistic point of view, we envision that the first and most likely action of the H3K9ac-specific scFv-58F intrabody is to competitively block the access of H3K9ac readers onto the K9 acetylated H3 protein (either chromatin-engaged or free). In this respect, the H3K9ac scFv-58F antibody domain works like a competing “*reader*” protein, a Chromatin Reader Antibody (CRA) module, devoid of the effector functions of a natural reader. Thus, CRAs are a new class of molecules selective for specific chromatin marks, that can be used as modular building blocks to build combinatorial marks readers (e.g., AND gate, OR gate) or readers with novel effector functions. Besides occluding the acetylated K9 on H3 histone, the scFv-58F antibody might prevent the release of acetyl groups from histones as acetate, thereby enabling subsequent acetylation. Several studies, in fact, have suggested the ability of acetate to influence histone acetylation in mammalian and yeast cells [36].

In recent years, reader inhibitors have been developed (e.g., the BET-bromodomain inhibitor JQ1 [45]). However, BET-bromodomains show considerable target promiscuity [46]. Therefore, any BET-bromodomain inhibitor will intrinsically have pleiotropic effects and henceforth determine broad downstream effects on global gene expression. In any case, a comparison of the H3K9ac scFv-58F intrabody with BET-bromodomain inhibitors, in future work, similarly to what has been reported here with HATi, will be undoubtedly informative. In this respect, one significant advantage of the intracellular antibody P.I.S.A platformis that the specificity and selectivity of the intrabody toward the target PTM-harboring protein depends only on the stringency of the selection and counterselection procedures [22] and, in case of need, could be further improved by directed evolution [47,48].

From a methodological point of view, the general implication of the results presented is that the systematic selection of anti-PTM intrabodies, and their use for a PTM-specific interference in living cells, will provide a new level of precision and specificity in the description of epigenetic processes, offering new tools for research and paving the way to new therapeutic opportunities.

The potency and versatility of the anti-PTM approach relies, first of all, on the universal, diverse, and modular nature of antibody domains. The PTM-binding antibody moiety can be further implemented and tailored by adding suitable effector functions to the H3K9ac binding moiety [23]. This would allow, for instance, targeted degradation of a post-translationally modified pool of a target protein of interest, leading to its specific depletion from the cell [49,50], while sparing the non PT-modified pool. In addition, one could envisage engineering the PTM-specific intrabody to recruit actuators for chromatin retargeting in living cells, similar to an engineered Chromatin Reader (eCR) [51], or for live imaging of the PTM pool of the protein [52].

The H3K9ac-selective scFv-58F intrabody (and other anti-histone PTM-selective intrabodies), delivered via a viral vector, and possibly in a cell-type specific manner, could be used to implement a genetically encoded chromatin immunoprecipitation (intra-ChIP), coupled or not to sequencing (intra-ChIP-seq). This would represent a significant advancement, allowing, for instance, for the performance of cell-type specific ChIP or ChIP-seq from a heterogeneous tissue, such as the brain. Finally, PTM-specific proteomic studies will greatly benefit from the ability to target intracellularly the PTM-pool of a target protein, by fusing for instance the PTM-specific antibody moiety to biotin ligase, for proximity biotinylation, or to TAP (tandem affinity purification) tags, for Affinity Purification mass Spectrometry [53].

In a therapeutic perspective, anti-PTM intrabodies could be delivered as genes or, alternatively, as protein macrodrugs delivered by cell penetrating peptides or by nanocarriers [23]. PTM intrabodies could also provide structural templates to select or to design the first generation of chemicals specifically targeting PTMs [54].

In conclusion, in this study we have validated the PTM Chromatin Reading Antibody approach, as a new strategy to address challenging questions in epigenetic research. Histone modifications are key components of chromatin packaging but whether they constitute a ‘code’ is still debated: are histone modifications causally responsible for differences between chromatin states [55]? Answering this question has proven difficult because of the lack of suitable methods to address causality. Indeed, the functional study of individual histone PTMs presents formidable challenges, and in most organisms can only be indirect. For instance, gene-editing approaches in mammals and other metazoans are extremely demanding because canonical histones are encoded by multiple genes, making it difficult to selectively interfere with specific PTMs [56]. This paper provides a proof of concept for a new method to address these questions. 

Post-translational-specific intrabodies, and in particular acetylation site-specific intrabodies, represent novel specific pharmacological candidates for a variety of research and clinical applications (e.g., in cancer and neurological diseases).

## 4. Materials and Methods

Plasmids and constructs. The coding sequence of the scFv-58F intrabody [22] was cloned in the pLinker220 (pL220) plasmid [57], with the HA tag at its C-terminal. An empty pL220 vector with the HA tag was prepared as a control plasmid as follows. Two complementary primers with the HA sequence with the BssHII and BamHI sites at the 5′ and 3′-terminal, respectively (Forw: 5′ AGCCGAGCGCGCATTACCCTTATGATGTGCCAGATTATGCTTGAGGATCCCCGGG 3′; Rev: 5′ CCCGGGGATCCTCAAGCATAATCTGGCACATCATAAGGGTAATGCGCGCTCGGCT 3′) were in vitro annealed (95 °C for 5 min, followed by a temperature gradient from 95 °C to 25 °C with a 2 °C decrease every minute). The annealed product was BssHII and BamHI digested and cloned in pL220 plasmid.

A second control plasmid was obtained by cloning the coding sequence of an unrelated intrabody (named scFv-645 anti-*Mus musculus* Neuroligin 2, see sequence details in the Supplementary Material), with the HA tag fused at its C-terminal, in pL220.

**Yeast strains.** All experiments have been performed using the *S. cerevisiae* L40 yeast strain characterized by this genotype: mat-a hisΔ200trp1-901 leu2-3,112 ade2 LYS2::(lexAop)4-HIS3 URA3::(lexAop)8-lacZ Gal4 [58]. The pL220 plasmids carrying the scFv-58F-HA, the scFv-645-HA, or the HA tag only, were transformed in the L40 yeast strain, following a previously published LiAc transformation protocol [59].

**Drugs.** Curcumin (Sigma #78246, Merk Life Science S.r.l, Milan, Italy) and CPTH2 (Sigma #C9873, Merk Life Science S.r.l, Milan, Italy) were solubilized in DMSO and used as HAT inhibitors. Cell viability was assessed in pL220–HA yeast strain by growing the cell in SD-L media with increasing concentration (0–800 μM) of the two drugs for 4 or 8 h by counting viable cells (*trypan blue* dye exclusion test). See survival curves in Supplementary Materials (Figure S4).

**Yeast protein extract.** Five experimental conditions have been considered: two drug-treatment conditions (Curcumin or CPTH2), two intrabody-expressing conditions (scFv-58F or scFv-645) and one control condition (yeast strain carrying the empty vector). For each condition, three biological replicates have been considered. All the yeast cells have been treated with the same concentration of 0.4% DMSO. Treatment with Curcumin (200 μM), CPTH2 (400 μM), or control DMSO (0.4%) was performed using the pL220–HA yeast strain, incubated in SD-L medium for 1 h in shaker (250 rpm) at 30 °C. In order to achieve an appropriate metabolic activation of yeasts, two subsequent overnight growths in SD–L medium were performed, before starting the experiment. An aliquot from each sample was taken before and after the hour of incubation, and total protein extract was prepared by Tri-Chloro Acetic Acid (TCA) precipitation. Briefly, 1.5 mL of cell cultures were pelleted and resuspended in 50 µL of lysis buffer (1.85 N NaOH, 7.4% β-mercaptoethanol, 1X Protease Inhibitors Cocktail (Roche #11836170001, Merk Life Science S.r.l, Milan, Italy) for 10 min at RT. A total of 50 µL of cold 50% TCA (Sigma #T6399, Merk Life Science S.r.l, Milan, Italy) were added and incubated in ice for 10 min. Samples were centrifuged at 14,000 rpm for 10 min at 4 °C. The pellets were washed with 110 µL of cold 90% Acetone incubating at −20 °C for 20 min. Samples were centrifuged at 14,000 rpm for 10 min at 4 °C, the pellets resuspended in 40 µL of Sol. A (0.5 M Tris base, 5% SDS) were briefly sonicated, and 40 µL of Sol B (75% glycerol, 1.92% DTT, 0.05% bromophenol blue) was added. Samples were incubated at 95 °C for 10 min, spun, and 10 µL was loaded on acrylamide gel to perform SDS-PAGE.

**Western blot.**

For western blot analysis the following antibodies were used. Total H3 or acetylated H3 were detected using anti-Histone H3 Rabbit Polyclonal Antibody (1:1000; Abcam #1791, Prodotti Gianni, Milan Italy) and anti-acetyl-Histone H3 Rabbit Polyclonal Antibody (1:10,000; EMD Millipore #06-599, Merk Life Science S.r.l, Milan, Italy)), the HA tag using anti-HA (Roche # 11867423001, Merk Life Science S.r.l, Milan, Italy). For loading control of yeast protein samples, anti-PGK Mouse monoclonal (1:10,000; Abcam #22C5D8, Prodotti Gianni, Milan Italy) was used. As secondary antibodies, Anti-Rabbit-HRP (1:2000; Santa Cruz Biotechnologies #sc2004, D.B.A. Italia S.r.l, Segrate (MI) Italy), anti-Mouse-HRP (1:5000; Santa Cruz Biotechnologies #sc-2005, D.B.A. Italia S.r.l, Segrate (MI) Italy), and anti-Rat-HRP (1:2000; Santa CruzBiotechnologies #sc-2006 D.B.A. Italia S.r.l, Segrate (MI) Italy) were used. Chemiluminescence was acquired through a Chemidoc XRS instrument (Bio-Rad Laboratories S.r.l, Segrate (MI) Italy).

**RNA extraction.** An aliquot of the same samples, of the five experimental conditions described above, used for yeast protein extract was used for total RNA isolation. Briefly, after the 1 h of growth, the yeast cultures were centrifuged (5 min at 3000 rpm), and the RNA extraction was performed using the Yeast Ribopure^®^ kit (Ambion, Invitrogen #AM1926, Thermo Fisher Scientific, Rodano (MI) Italy), following manufacturer instructions. The integrity of RNA was assessed by agarose electrophoresis.

The fifteen RNA samples have been delivered to the Leibniz Institute on Aging (FLI) in Jena, where library preparation and sequencing steps have been performed.

**RNA sequencing.** Sequencing of RNA samples was performed using Illumina’s next-generation sequencing methodology [60]. In detail, total RNA was quantified using Agilent 2100 Bioanalyzer Instrument (Agilent RNA 6000 Pico, Agilent Technologies Germany GmbH & Co. KG, Waldbronn, Germany). Libraries were prepared from 1000 ng of input material using TruSeq Stranded mRNA (manufacturer’s instructions) and subsequently quantified and quality checked using Agilent 2100 Bioanalyzer Instrument (DNA 7500 kit). Libraries were pooled and sequenced in one lane of HiSeq 2500 System running in 51 cycle/single-end/high output mode. Sequence information was converted to FASTQ format using bcl2fastq v1.8.4.

**RNA-seq data analysis.** Data were released as FASTQ files and then processed using Linux-based software tools. An initial quality check of the raw sequence data was performed using *FASTQC.* Trimming was performed with the *cutadapt* tool. Using the 3rd version (April 2011) *S. cerevisiae* genome as reference genome, the mapping procedure was carried out with *segemehl* software. The number of mapped reads within the coding regions of each gene was calculated with the *bamutils* software tool (NGSutils suite).

The raw counts statistical analysis (i.e., PCA and hierarchical clustering), the differential expression analysis with the *DESeq2* package, as well as the subsequent statistical analysis (i.e., MA plots and heatmaps), were all performed in R. Gene Ontology enrichment analysis was performed using the ClusterProfiler package in R.

**Real-time qPCR.** After an initial treatment with DNAse (1 h at 37 °C), 400 ng of RNA for each yeast sample have been retro-transcribed using the AMV-RT (Promega #5101, Promega Italia S.r.l, Milano, Italy) and oligo-(dT)_15_ primers. The following TaqMan assays (Thermo Fisher Scientific, Rodano (MI) Italy) have been used: TUB1 (#Sc04175846_s1), URA7 (#Sc04099112_s1), MAK16 (#Sc04097538_s1), SPG1 (#Sc04127525_s1), and SNZ1 (#Sc04154021_s1). For RNA samples from HeLa cells, the following Taqman inventoried assays have been used: ACTB (#Hs99999903_m1), SMAD3 (#Hs00969210_m1), SP2 (#Hs00175262_m1), MKNK2 (#Hs00179671_m1), MAK16 (Hs00261283_m1), POLR1E (#Hs00223953_m1), CTPS2 (#Hs00219845_m1), POLR1D (#Hs04935592_m1), GTPBP4 (#Hs01057434_m1), NAT9 (#Hs07287245_m1), CEBPZ (#Hs00172900_m1), CTPS1 (#Hs01041852_m1), POLR3C (#Hs00197744_m1),TALDO1 (#Hs00997203_m1), CNPPD1 (#Hs01081797_m1), ERRFI1 (#Hs00219060_m1), and BAZ1A (#Hs01056564_m1). Real-time PCR reactions were run in 96-well plates (Bio-Rad Laboratories S.r.l, Segrate (MI) Italy)), using the Step-OnePlus real-time PCR system (Applied Biosystem Italia, Monza, Italy) following this protocol: 2 min at 50 °C, 10 min at 95 °C (Taq-pol activation), followed by 40 cycles with 15 sec at 95 °C (denaturation) and 1 min at 60 °C (annealing and extension). Quantitative values for cDNA amplification were calculated from the threshold cycle number (Ct) obtained during the exponential growth of the PCR products. Threshold was set automatically by the Step one software. Data were analyzed by the ΔΔCt methods using Tubulin (TUB1 gene) for yeast RNA samples or beta Actin (ACTB gene) to normalize the cDNA levels of the transcripts under investigation.

**HeLa stable cell lines for scFv-58F and scFv-645 Immunoprecipitation.**

The scFv-58F was cloned in the pEF1α-IRES-ZsGreen1 Vector (Clontech #631976, Diatech Lab Line S.r.l, Jesi (AN), Italy) inserting a BssHII restriction site at the 5′ prime end and an HA tag at the 3′ prime end (for cytoplasmic expression (58Fcyto) or three nuclear localization signals (NLS) before the HA tag at the 3′ prime end for nuclear expression (58FNLS). The scFv-645 was also cloned in the same vector with the three nuclear localization signals (NLS) before the HA tag at the 3′ prime. 

HeLa cells were plated in 6 well plate (400,000/well), and the next day they were transfected with pEF1α-scFv-58F-HA-IRES-ZsGreen1 or pEF1α-scFv-645-HA-IRES-ZsGreen1, using the Effectene Transfection Reagent (Qiagen # 301427, Qiagen Italia, Milano, Italy). Briefly, 400 ng of the plasmid DNA were diluted in 100 µL of buffer EC and then 3.2 µL of Enhancer were added and incubated at RT for 5 min. Then, 10 µL of Effectene were added and the solution mixed by vortex for 10 s and incubated at RT for 20 min to allow transfection complex formation. Meanwhile, cells were washed once with PBS and 1.6 mL fresh growth medium (DMEM + 10%FBS penicillin/streptomycin 100 U/mL) were added to the cells. At the end of the 20 minutes, 600 µL of fresh growth medium were added to the transfection complexes and immediately added dropwise onto the cells in the 6-well plates. The next day the media was changed with fresh growth medium containing 1 mg/mL geneticin (G418) (Euroclone # ECM0015C, Euroclone S.p.A, Pero (MI)). Cells were FACS sorted for the green fluorescent protein ZsGreen1 48 h post transfection. Pooled green fluorescent cells were kept in culture with the selective geneticin medium for the following 4 weeks, and pooled stable transfected cells were generated.

**Immunoprecipitation.**

For nucleosome extract preparations, HeLa cells cultured in Petri dishes (100 × 15 mm) were trypsinized and washed in PBS. The pellet was resuspended in RSB buffer (10 mM Tris-Cl pH 7.4, 10 mM NaCl, 3 mM MgCl_2_). The cells were left on ice and after 10 min RSB buffer + 1% NP40 was added to the samples. Samples were centrifuged, and the resulting nuclei were washed twice with PBS. Nuclei were resuspended in PBS and 1% formaldehyde was added to crosslink the chromatin. The reaction was blocked by adding 125 mM glycine. Nuclei were centrifuged at a low speed, and washed with PBS and 1 M NaCl. After further washing with PBS, the nuclei were resuspended in MNase buffer (100 mM Tris-Cl pH 7.5, 50 mM NaCl, 8 mM MgCl_2_, 2 mM CaCl_2_) and left on ice for 30 min. MNase (Roche #10107921001) was added to the solution (final concentration 400 U/mL) and incubated at 37 °C for 1 h and 30 min. The reaction was stopped by adding 7.5 mM EDTA. The samples were diluted in a 2X dilution buffer (250 mM NaCl, 2 mM EDTA, 0.2% NP40, 0.4% SDS). The samples were left on ice for 10 min, sonicated for 10 cycles 2 s ON + 10 s OFF, medium power, and centrifuge at 14,000× *g*, 10 min at 4 °C. The supernatant was collected and quantified.

A total of 500 ug of extracts were used for each immunoprecipitation (IP). Before IP, the samples were precleared with 20 µL of Protein G beads (Santa Cruz) and BSA. The beads for IP were pre-incubated with BSA, and the sample was used for buffer resuspension. The IP was performed adding to each pre-cleared sample 2 ug of specific antibody: anti-acetyl-Histone H3 (Millipore # 06-599, Merk Life Science S.r.l, Milan, Italy) and anti-Histone H3 (Abcam #1791, Prodotti Gianni, Milan Italy), in rotation at 4 °C for 5 hs. To monitor the specificity of ChIP assays, samples were also immunoprecipitated with a specific-antibody isotype matched control immunoglobulin (IgG). Then, 35 µL of Protein G beads were added and samples were put to rotate O/N at 4 °C. In the morning, beads were recovered, sequentially washed in a low salt buffer, high salt buffer, LiCl buffer, and RIPA. Finally, the beads were resuspended in 30 µL of 2X laemmli buffer, boiled for 10 min, and the eluates were analyzed through 15% SDS-PAGE, as detailed in the western blot paragraph.

**RNA extraction for qPCR from Hela Cells.**

HeLa cells were washed once in PBS, and collected by adding Phenol/guanidine-based QIAzol Lysis Reagent (Qiagen #79306, Qiagen Italia, Milano, Italy) to the plate. The samples were put in 2 mL tubes, chloroform was added, and the samples were shaken for 15 s. The samples were left at 20–24 °C for 3 min and then centrifuged (12,000× *g*, 20 min, 4 °C). The upper phase aqueous solution containing RNA was collected in a fresh tube, and the RNA was precipitated by the addition of isopropanol. Samples were mixed by vortexing, left at RT for 15 min and then centrifuged (12,000× *g*, 20 min, 4 °C). The supernatant was discarded and the RNA pellet was washed in 75% ethanol by centrifugation (7500× *g*, 10 min, 4 °C). The supernatant was discarded and the pellet was left to dry for at least 15 min; then, it was resuspended in RNAse free water. RNA concentration was determined by Nanodrop Spectrophotometer (Thermoscientific 2000 C, Thermo Fisher Scientific, Rodano (MI) Italy). RNA quality was analyzed through a gel running (1% agarose). Total RNA was reverse transcribed using QuantiTech Reverse Transcription Kit (Qiagen # 205311, Qiagen Italia, Milano, Italy). Gene expression was analyzed by real-time PCR (Step-OnePlus real-time PCR system, Applied Biosystem Italia, Monza, Italy), using Taqman inventoried assays as explained in the Real-time qPCR paragraph.

## Figures and Tables

**Figure 1:**
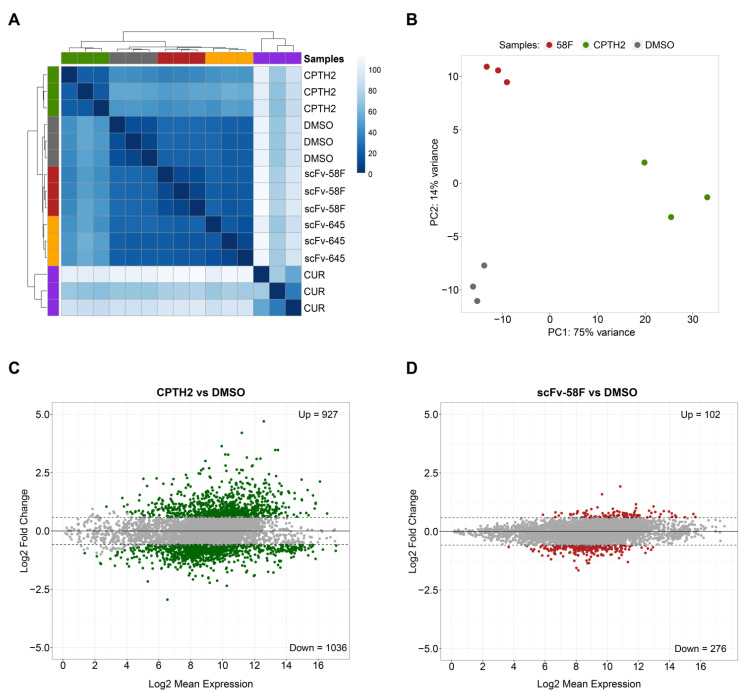
Expression of scFV-58F intrabody induces fewer transcriptional changes than treatment with HAT inhibitors. (**A**) Hierarchical clustering of RNAseq data from three biological replicates for each analyzed condition in yeast cells (CUR = curcumin-treated cells, CPTH2 = CPTH2-treated cells, DMSO = DMSO-treated cells, 58F = cells expressing scFv-58F, 645 = cells expressing scFv-645) (**B**) Principal Component Analysis (PCA) of the RNAseq data from three experimental conditions 58F, CPTH2, and DMSO (negative control). For clarity, Curcumin-treated samples (which account for most of the variation) and the scFv-645 samples were omitted in this PCA plot and are reported in Supplementary Figure S2A. Among the remaining nine samples, the principal component of variation is accounted for by CPTH2 samples (75% of variance explained by the first principal component, i.e., PC1). (**C**,**D**) MA plot (i.e., log2 fold-changes on y-axis versus log average expression signal on x-axis) of the significantly differentially expressed genes (FDR = 0.05), for CPTH2-treated cells vs. the DMSO-treated control cells (**C**) and for scFv-58F expressing cells vs. the DMSO-treated control cells (**D**). The number of significantly up-/down-regulated genes (p.adj < 0.05 & FC cutoff = 1.5) is reported for both comparisons.

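PCA of the 9 samples was calculated on log2 CPM of the 500 most variable genes. PC1 accounted for 78.3% of the variance and PC2 for 8.08%. Leaving out each of the 9 samples in turn gave PC1 between 68.2% and 82% (SD 4.10). On PC1, the CPTH2 samples had scores of 18.0, 28.3 and 20.7, the scFv-58F samples lay between −12.1 and −8.36 and the DMSO samples between −13.3 and −10.9. With all tested genes, PC1 accounted for 69.5%, and with DESeq2's variance-stabilizing transformation for 84.7%.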

**Figure 2:**
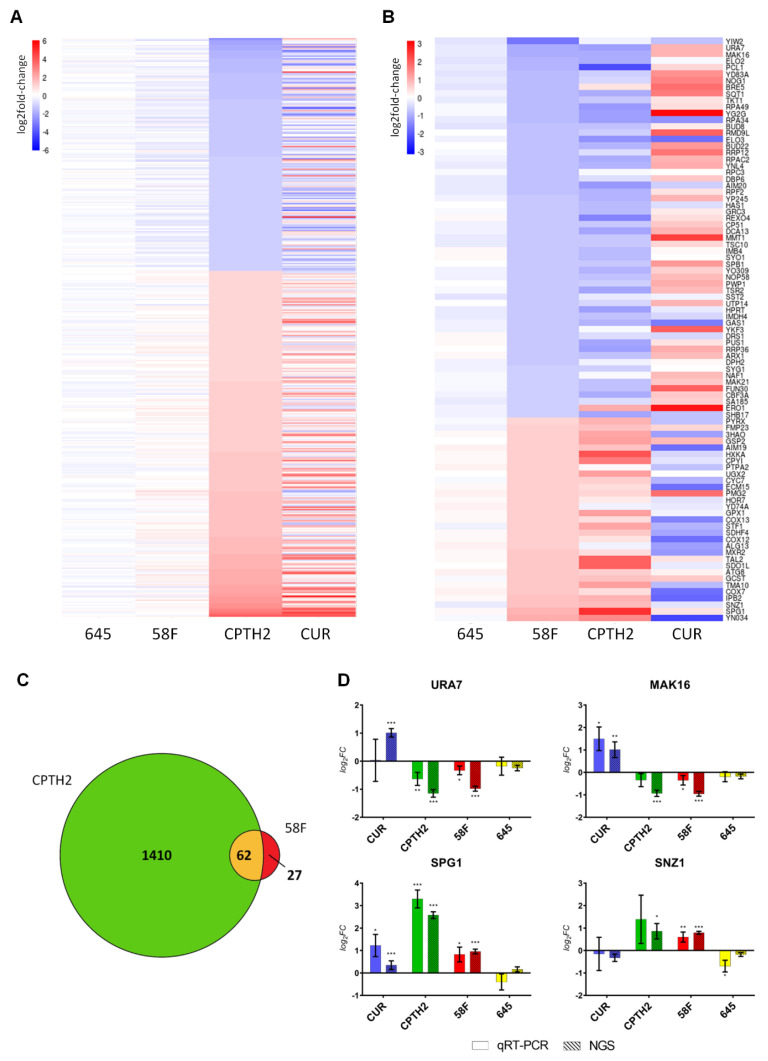
The expression of scFv-58F intrabody modulates a small but largely overlapping subset of genes altered by HATis. (**A**) Heatmap of mRNAs (*n* = 435) that are significantly modulated after CPTH2 treatment. mRNAs are sorted by log2FC in CPTH2 vs. DMSO: expression patterns in the presence of CPTH2 and Curcumin show overall strong similarity. Statistical constraints: FC cut-off = 2; p.adj(CPTH2 vs. DMSO) < 0.05; p.adj(scFv-645 vs. DMSO) > 0.05. (**B**) Heatmap of mRNAs (*n* = 89) that are significantly modulated by scFv-58F. The genes modulated by the control intrabody scFv-645 were subtracted (see statistical constraints below). mRNAs are sorted by log2FC in scFv-58F vs. DMSO: expression patterns in the presence of scFv-58F and CPTH2 treatment are similar, while the expression pattern is opposite with Curcumin treatment. Swiss-Prot Entry names were provided in the heatmap where primary gene names were not available. Statistical constraints: FC cut-off = 1.5; p.adj(scFv-58F vs. DMSO) < 0.05; p.adj(scFv-58F vs. scFv-645) < 0.05; p.adj(scFv-645 vs. DMSO) > 0.05. (**C**). Venn diagram showing the overlap between DEGs in scFv-58F and CPTH2 treatments vs. DMSO (FC cutoff = 1.5). (**D**) Validation through RT-qPCR of selected candidate mRNAs identified from RNAseq data. Log2FC +/− SD values of real-time PCR (solid color) and RNAseq data (striped) for the four chosen differentially expressed genes in the presence of scFv-58F. Values for each treatment are representative of *n* = 3 biological replicates. For real-time PCR data: ΔCt = Ct GENE - Ct TUB1. log2(FC) = −ΔΔCt normalized on tubulin (TUB1) and DMSO control samples. SD = 2 var∆Ct DMSO + (var∆Ct TREATMENT), where “TREATMENT” represents each of the four different experimental conditions (CUR; CPTH2; scFv-58F; scFv-645). Student t-test (TREATMENT vs. DMSO, two tails) was performed on ΔCt values. Calculated *p* values were adjusted with the Benjamini–Hochberg procedure; the same statistical correction was applied for RNAseq data; * p.adj < 0.05, ** p.adj < 0.01, *** p.adj < 0.001.

**Figure 3:**
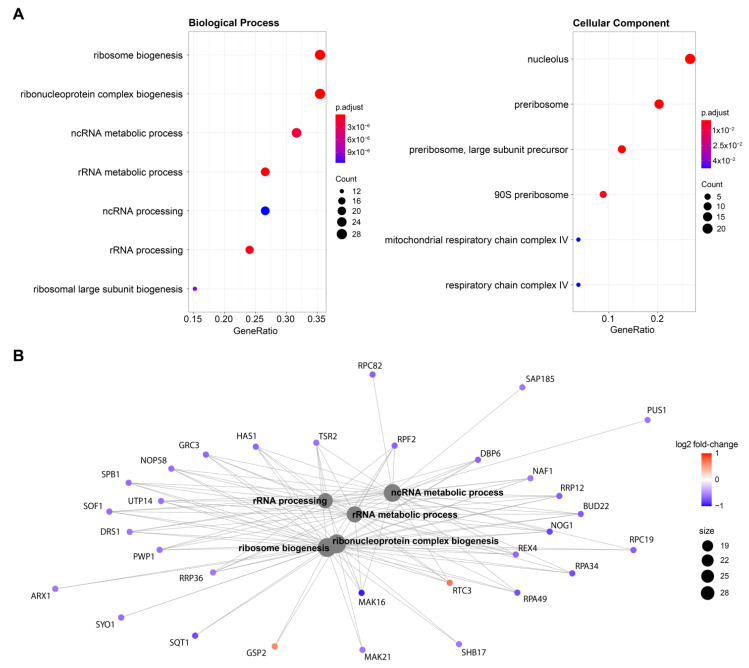
Gene ontology enrichment analysis (**A**) Gene ontology enrichment analysis of the genes significantly modulated by scFv-58F expression. Dot plots depict the main significant terms for the categories “Biological Process” (**left**) and “Cellular Component” (**right**). (**B**) Cnet plot displaying genes involved in the gene-ontology significant terms, with log2 fold-change expression with respect to the control DMSO.

**Figure 4:**
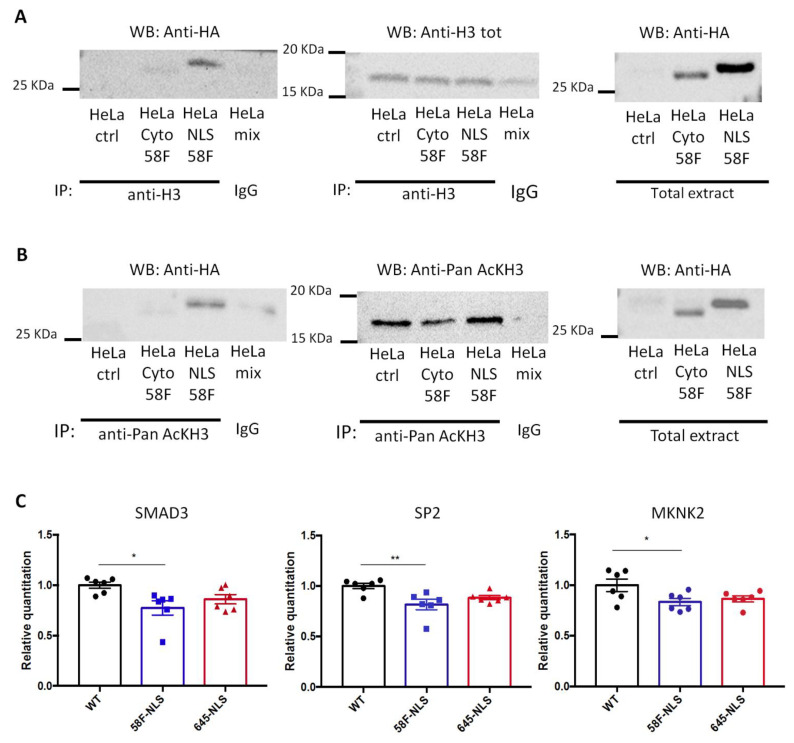
SscFv-58F expression in the mammalian system. (**A**) Stably transfected HeLa cells expressing HA tagged scFv-58F-NLS (HeLa NLS 58F), HA tagged scFv-58F-Cyto (HeLa Cyto 58F), and WT HeLa cells not transfected (as control, HeLa ctrl) were used in the experiment. Lysates enriched in nucleosomes were prepared and subjected to immunoprecipitation (IP) with anti-total Histone H3 antibody (Anti-H3 Tot). Immunoprecipitated proteins were detected by western blot (WB) using the anti-HA antibody (right blot) or anti-H3 Tot antibody (middle blot). On the right the input non immunoprecipitated extract was blotted with the anti-HA antibody. (**B**) The same stably transfected HeLa cells and WT HeLa cells were used for this IP experiment. The nucleosome enriched lysates were immunoprecipitated with an antibody against the pan acetylated Histone H3 (anti-Pan AcKH3). Immunoprecipitated proteins were detected by western blot (WB) using the anti-HA antibody (right blot) or the anti-Pan AcKH3 antibody (middle blot). On the right, the input extract not immunoprecipitated were blotted with the anti-HA antibody. HeLa mix: a mix of nucleosome extract prepared from HeLa transfected with scFv-58F-NLS (HeLa NLS 58F), HeLa transfected with scFv-58F-Cyto (HeLa Cyto 58F), and not transfected WT HeLa cells (HeLa ctrl) immunoprecipitated with a specific-antibody isotype matched control immunoglobulin (IgG). (**C**) RNA was prepared from WT HeLa cells (WT), transfected HeLa cells stably expressing scFv-58F-NLS (58F-NLS), and transfected HeLa cells stably expressing scFv-645-NLS (645-NLS). qPCR analysis of SMAD3, SP2, and MKNK2 genes was performed. Data is represented as relative RNA levels of SMAD3, SP2, or MKNK2 normalized to beta actin (ACTB gene). (*n* = 6 per groups, one-way ANOVA, post-hoc Tukey’s multiple comparison test: WT vs. 58F-NLS *p* < 0.05 *, *p* < 0.01 **. All other comparisons are not significant). Error bars represent SEM, dots over the histogram represent individual biological replicates.

## Data Availability

The data presented in this study are openly available in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE194577, accessed on 30 January 2022 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE195547).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms23168892/s1.

How the deposited data were processed for this re-analysis (not part of the article)

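RNA from 15 yeast cultures was analysed, 3 each of the control strain treated with DMSO, Curcumin or CPTH2 and of the strains expressing scFv-58F or scFv-645. Conditions and replicate numbers were taken from the sample labels, and doses and the treatment time from the paper. Libraries were prepared with a stranded mRNA kit and sequenced in a single lane.

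According to the methods and the file headers, the authors checked the reads with FASTQC, trimmed them with cutadapt, mapped them with segemehl to the third version of the S. cerevisiae genome (sacCer3) and counted them on genes with NGSutils 0.5.9. The authors deposited a count for each of 6692 genes, a whole number of reads without normalization, counted without regard to strand and with reads of several positions shared between them. The deposited CPM values are these counts scaled by the authors to the mapped reads of each sample. The deposited RPKM values are the CPM divided by the authors by gene length in kilobases. Only the counts were used, and the other columns served to check the units and the gene lengths.

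The reads counted on genes ranged from 9062694 to 18878167 per sample, and 3 counts, taken as the smallest detectable number, correspond to 1.59e-05% to 3.31e-05% of a sample. Confidence intervals of shares are Wilson intervals at 95% and, like this floor, cover counting error only.

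Counts were analysed in R 4.3.3 with edgeR 4.0.16, DESeq2 1.42.0 and limma 3.58.1, and summarised in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. Genes with at least 10 counts in at least 3 of the 15 samples were tested, which left 6588 genes. Library sizes were normalized by TMM. Each comparison was fitted separately to the samples of its 2 groups, and genes were called by edgeR's quasi-likelihood test at a Benjamini-Hochberg adjusted p-value below 0.05 and a fold change of at least 1.5, or 2 for the CPTH2 list. Standard errors of log2 fold changes were obtained from the log2 fold change and its F statistic. The procedure was tested on simulated data in which the changed genes were known.

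Genes specifically modulated by scFv-58F were those called against DMSO, with an adjusted p-value below 0.05 against scFv-645 and of at least 0.05 in scFv-645 against DMSO. Distances and PCA used log2 CPM with a prior count of 2, the PCA of 9 samples over the 500 most variable genes and that of all 15 samples over all tested genes. Gene symbols, coordinates and GO terms with experimental evidence came from the reference annotation, whose coordinates were compared with those of the files. Enrichment was tested by one-sided Fisher's exact tests, with Benjamini-Hochberg adjustment over 51 tests, against all tested genes and against the 5080 tested genes without a change in scFv-645. The genes named in the text are those the paper names for the qPCR, the genes with the largest increase and decrease of each comparison, and the strongest members of the scFv-58F list. This rule was set before the data were examined, as were the 23 chaperone genes and the genes drawn in Figure 3B.

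The paper's text does not say whether replicates of the same number were grown or processed together. Each comparison was therefore repeated with the replicate number as a block, and the correlation of same-numbered replicates was reported beside it. The other alternatives were DESeq2's Wald test, DESeq2's size factors or the library size alone for scaling, all 5 groups in a single model, no filter (6675 genes with at least 1 count) or at least 10 counts in every sample (6332 genes), no fold-change cutoff, a test against the fold-change cutoff (edgeR's glmTreat), and the removal of each sample in turn. A correction for gene length and GC content with a lowess span of 0.5, alone or with the replicate block, a model of 4 groups without Curcumin, and a background of annotated genes for the enrichment were added after seeing the data. For the shared directions and the ribosome biogenesis enrichment, the model of all 5 groups, both filters and the removal of each sample in turn were also added then, and for the separation of the intrabody strains the removal of each sample.

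Results of the models were compared with those of other groupings of the samples. For pairs of groups these were the 10 splits of 6 samples, and for lists built from several comparisons 100 regroupings drawn within replicate numbers. Random lists for gene sets numbered 10000, matched on expression in 20 bins.

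The qPCR, HeLa and protein experiments were not analysed here. Genes from other studies with which the paper compares its lists were not used here. Adjusted p-values of the paper served only for the comparison with its values.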

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

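The tests of gene expression level and of gene length and GC content were chosen only after the result was seen.

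Chaperone genes, which the paper does not discuss for the intrabody strains, were higher in both of them than in DMSO. The set of 23 genes was listed before the data were examined. Its median log2 fold change was 0.55 in scFv-58F, where 21 of 23 genes were higher and 10 were DEGs, and 0.65 in scFv-645, where 23 of 23 were higher and 14 were DEGs. All 6 intrabody samples had a higher mean log2 CPM of the set than all 3 DMSO samples, by 0.70 on average (two-sided exact permutation test, p = 0.0119, the smallest p that the 84 splits allow). The set was also higher in CPTH2, with a median of 1.60, and in Curcumin, with 1.69 (2.04 when scaled by library size only). Between the intrabody strains, the median was −0.29 in scFv-58F compared with scFv-645, with 16 of 23 genes lower and 1 DEG.

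Several technical explanations were tested on the median in scFv-645. Scaling by DESeq2's size factors or by library size gave 0.65 and 0.67, and 0.56 and 0.49 in scFv-58F. Among random lists of genes of the same expression level, the median lay at percentile 100. After a correction for gene length and GC content it was 0.62. Without the HSP90 and SSA families, whose paralogs may share reads, the 17 remaining genes had a median of 0.61 in scFv-645 and 0.55 in scFv-58F. Leaving out each DMSO sample in turn gave a lowest median of 0.61. The shift remained in each of these tests. A hypothesis is that chaperones may respond to an intracellular antibody of either specificity, but the intrabody strains were also separate strains grown in their own cultures, and the data cannot separate the intrabody from the strain and culture.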

How the results depend on the processing

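The alternatives were set before the data were examined, except the correction for gene length and GC content, the model of 4 groups without Curcumin, the background of annotated genes and, for the shared directions and the ribosome biogenesis enrichment, the model of all 5 groups, the filters and the removal of single samples, which were chosen after seeing the data, as was the removal of single samples for the separation of the intrabody strains. Over the counts, shares and enrichments that answer a comparison, 156 of the values under alternatives set beforehand stayed within their limits and 27 did not. For the alternatives added later these numbers were 94 and 5. The limits were 1.5 times a count, the 95% confidence interval of a share and the SD of PC1 over left-out samples. The cause of a change was not tested, unless a value is given for it.

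Outside Curcumin, the number of DEGs depended most on the groups in the model and on the cutoff. In Curcumin, the test against the cutoff moved it most, to 2196, followed by leaving out a DMSO sample (2416 to 2463). With all 5 groups in a single model, 230 genes were DEGs in scFv-58F, 50 in scFv-645 and 7 between the 2 strains. The count in CPTH2 fell to 1729 in that model, while that in Curcumin rose to 3960. In that model the specific list held 5 genes, 4 of them DEGs in CPTH2, and 100% of its genes were lower in scFv-58F, as were 78.3% of all scFv-58F DEGs. With Curcumin left out of the model, the scFv-58F count was 476. Tested against the cutoff itself (glmTreat), the counts were 94 for scFv-58F, 22 for scFv-645, 1003 for CPTH2, 2196 for Curcumin and 5 between the strains. Without a fold-change cutoff they were 3231, 1508, 4216 and 3663 for scFv-58F, scFv-645, CPTH2 and Curcumin, and 1415 between the strains. Removing scFv-645 genes by adjusted p-value and fold change gave 179 specific genes. Of the 184 DEGs between the strains, from which genes changed in scFv-645 were not removed, 122 were shared with CPTH2.

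Across the fits that each left out 1 sample, the specific list held 100 to 169 genes, 64 to 120 of them shared with CPTH2. The share lower was 58.7% to 76.7% in this list and 69.1% to 76.3% among all scFv-58F DEGs. The DEGs ranged from 464 to 559 in scFv-58F, 244 to 308 in scFv-645, 1796 to 2282 in CPTH2 and 2416 to 3945 in Curcumin. Scaling by library size only gave 83.8% lower genes among the scFv-58F DEGs and 85.8% in the specific list, and the replicate block with the length and GC correction 77.4% among the DEGs. PC1 was 69.5% with all tested genes and 84.7% with the variance-stabilizing transformation.

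The shared directions stayed within their limits under the alternatives set beforehand. With single samples of the groups involved left out, the share of CPTH2 genes with the same sign in Curcumin was 66.8% to 74.9%, above its limit without the first CPTH2 sample. The share of specific genes with the same sign in Curcumin was 20.5% to 30.4%, above its limit without the third DMSO sample (30.2%) or the third scFv-58F sample. The share with the same sign in CPTH2 was at least 90.2%, and 100% for the 5 genes of the model of all 5 groups. The difference in distance between the intrabody strains kept its sign. The ribosome biogenesis odds ratio lay between 5.05 and 7.70, apart from 14.4 in the model of all 5 groups (2 of 5 genes, Fisher's exact test, p = 0.0181).

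Over the log2 fold changes of single genes, 532 values kept their direction and side of the threshold, 29 were weaker, 5 stronger, 10 moved and 8 reversed. TUB1 in scFv-58F was −0.0514 with library size only and −0.0108 to 0.0306 across left-out samples. TUB1 in Curcumin was 0.17 with library size only and −1.19 to 0.19 across left-out samples. SNZ1 in Curcumin was 0.0179 with library size only, and SPG1 in scFv-645 was −0.0517 with TUB1 as the reference gene.

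Depth limits genes with few counts. YGL262W, with 0.592 CPM in DMSO, was no longer called with DESeq2's Wald test, with all 5 groups in a single model or without the third scFv-58F sample.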

Differences from the paper's values

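The counts and shares that the paper states in its text did not differ from those found here by more than the limit of 1.5 times. The values below did differ.

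PC2 of the 9 samples explained 8.08% of the variance, against about 14% in Fig. 1B of the paper, read by eye. Over all tested genes in place of the 500 most variable genes it explained 14.8%, which closes the gap, and with DESeq2's variance-stabilizing transformation 7.35%, which does not.

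In scFv-58F, the log2 fold change of YNR064C was −2.17 (the paper's −1.56), that of BTN2 2.21 (the paper's 1.92) and that of YDR183C-A −1.18 (the paper's −0.84), and none of the alternatives set before the data were examined closed these gaps. For YIR042C it was −1.78 (the paper's −1.66), and the gap was closed by DESeq2's Wald test (−1.78) and all 5 groups in a single model (−1.77), with larger standard errors of 0.12 and 0.17 against 0.08, and without the third DMSO sample (−1.76) or the second scFv-58F sample (−1.72), each with a standard error of 0.09, but not by the other alternatives.

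In scFv-645, YNR064C had −2.16 (the paper's −1.75) and BTN2 3.09 (the paper's 2.16), with no alternative set before the data were examined closing the gap. DDI3 had −1.57 (the paper's −1.36), and only leaving out the first DMSO sample (−1.39) or the second scFv-645 sample (−1.51, with a larger standard error of 0.17 against 0.15) closed it. HSP82 had 1.54 (the paper's 1.39). The gap was closed by all 5 groups in a single model (1.55) only through a larger standard error of 0.25 against 0.13. It was also closed by the replicate block (1.52), without the third DMSO sample (1.48) or the second scFv-645 sample (1.50), with standard errors of 0.16 and 0.15, and without the third scFv-645 sample (1.42), but not by the others.

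In CPTH2, HTA2 had −2.55 (the paper's −1.93), which only leaving out the second CPTH2 sample (−2.17) closed, and OSI1 had 4.88 (the paper's 3.64), which no alternative set before the data were examined closed. In each gap listed here for scFv-58F, scFv-645 and CPTH2, the paper's log2 fold change was the smaller in size. The cause was not tested. Over the 1995 genes of the paper's table compared in scFv-58F, 1995 in scFv-645 and 1997 in CPTH2, all log2 fold changes had the same sign as the paper's, correlated at r = 0.998, 0.993 and 0.999 across genes, and had a median ratio to the paper's of 1.03, 1.08 and 1.03. Only a part of the paper's genes was available for this comparison, and none of its Curcumin values.

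The paper's text names URA7 and MAK16 as the top upregulated and SPG1 and SNZ1 as the top downregulated genes of scFv-58F. Here the log2 fold changes of URA7 and MAK16 were −1.02 and −1.02 and those of SPG1 and SNZ1 1.01 and 0.80, and the paper's supplementary table gives −0.98, −0.95, 0.96 and 0.79. EGO4, at 1.09, rose more than SPG1 and SNZ1, and YIR042C fell more than URA7 and MAK16.

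Of the 89 genes in the paper's list, 78 were in the list found here. Of the other 11, 9 had an adjusted p-value below 0.05 in scFv-645 and 2 had none below 0.05 against scFv-645. DESeq2's Wald test, from the package the paper names, placed 10 of the 11 in the list, exclusion of scFv-645 genes by adjusted p-value and fold change 9, the replicate block 7, library size only 6, a fold change of at least 1.5 against scFv-645 without exclusion 3 and all 5 groups in a single model 2. Leaving out a DMSO sample placed 8, 7 or 5 of them in the list and leaving out a scFv-645 sample 6, 5 or 4, while leaving out a scFv-58F sample, DESeq2's size factors and the filters placed 0. The model of 4 groups without Curcumin placed 5, the length and GC correction 1 and this correction with the block 2, all chosen after seeing the values. URA7 is among the 11, with an adjusted p of 0.0476 in scFv-645 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. It entered the list with each of these settings that placed any gene, except leaving out the second scFv-645 sample and the settings with the length and GC correction.

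For the 31 genes of the list that were not DEGs in CPTH2, the rRNA processing term was not enriched here (1 gene, one-sided Fisher's exact test, p = 0.293), while the paper names rRNA and ncRNA processing for its 27 genes. For the paper's own 27 genes the odds ratio was 11.6 (Fisher's exact test, p = 0.00316). The terms here hold only genes annotated directly to them with experimental evidence. The paper's gene sets may be larger, so that the results are not directly comparable.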

Other observations

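The tests with a correction for gene length and GC content were chosen only after the result was seen. An earlier form of this correction was run first and replaced because it scaled the libraries a second time. That form gave 467 DEGs in scFv-58F of which 55.5% were lower, and a second scaling alone, without any correction, gave 53.1%.

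The DEGs of scFv-58F moved the same way in scFv-645 for 93.9% of genes. With different DMSO samples for both strains, the share fell to 89.8%, 90.9% and 80.7%, so that the shared control may account for a part of it. Under both other scalings it was at least 93.3%. Over all tested genes the share was 71.2%. A hypothesis is that a part of the response may be common to both strains, but strain and intrabody cannot be separated.

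The genes specifically modulated by scFv-58F moved the same way in CPTH2. Of the genes called between scFv-58F and scFv-645, a comparison without DMSO samples, 172 of 184 (93.5%) had the same sign in CPTH2, and after the length and GC correction the share over the specific list was 96.0%. Neither explanation accounts for the shared direction. These shares hold for selected genes. Over all tested genes, the share was 62.8% for scFv-58F and CPTH2 and 49.8% for scFv-645 and CPTH2.

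Lower genes outnumbered higher genes among the DEGs of scFv-58F. With other scalings at least 72.6% were lower, and after the length and GC correction 76.7%. The share depends on where the scaling centres the genes, since the second scaling named above, which moved the median of all genes to 0.07, left 53.1% lower (263 of 495), and a change common to most genes cannot be seen under any of these scalings.

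Of the specific genes, 31 were not DEGs in CPTH2. Only 15 of them differed between CPTH2 and scFv-58F when compared directly, so that for the other 16 the threshold may account for their being on either side, and a difference between the conditions was not shown.

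The specific genes moved the opposite way in Curcumin. In each of the 3 Curcumin samples on its own, 74.5% had the opposite sign, and with other scalings at most 26.4% had the same sign. The pattern remained in each single sample and with both of these scalings, and a second centring of the libraries was not tested for it. In Curcumin, the 22 ribosome biogenesis genes of the list had a median log2 fold change of 0.88, with 19 higher, while the 272 others had −0.45, with 174 lower. With library size only, where the median of all genes shifts, these medians were 1.24 and −0.10. In CPTH2 they were −0.84 and −0.60. The 272 others were mixed in Curcumin, with 98 higher and 174 lower. They include ribosomal protein genes, absent from the 22, such as RPL8A (−3.17) and RPS20 (−3.07). Others of the 272 rose, such as RRP9 (2.35) and HCA4 (2.23). The sets differ in make-up, so their medians in Curcumin do not show that the 22 differ from other genes of the same kind.

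The number of DEGs in scFv-58F fell when all 5 groups shared a model. With Curcumin left out of that model, it was 476, which is consistent with the spread between the Curcumin samples as the cause.

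Pairs of overlapping genes on opposite strands changed together in scFv-58F. The log2 fold changes correlated at r = 0.799 over 543 overlapping pairs and at r = 0.0796 over 3020 neighbouring pairs on opposite strands, a difference of 0.719, across genes. Counting without regard to strand may account for it, and overlapping genes cannot be told apart in these counts.

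The 10 mitochondrially encoded genes tested, none of which was a DEG, had median log2 fold changes of −1.26 in scFv-58F, −1.53 in scFv-645 and −0.95 in CPTH2, and of 0.02 in Curcumin (0.35 with library size only, 0.50 with the replicate block, −0.03 with DESeq2's Wald test and −0.42 after the length and GC correction, so that its sign is not settled). With other scalings the median in scFv-58F came no nearer to 0 than −1.26, and after the length and GC correction it was −0.998. Their share of counts was 0.00995%, 0.000535% and 0.000993% in the 3 DMSO samples, so that the pattern rests on 1 of them. Within groups, the share rose with the share of mapped reads outside genes, used as a measure of carry-over of RNA without a poly(A) tail, over 15 samples (r = 0.963, Spearman 0.943, exact permutation within groups, p = 0.000129 for both, the smallest p that the 7776 arrangements allow, adjusted p = 0.000257 by the Benjamini-Hochberg method over 2 relations, r = 0.910 without the 2 samples farthest from the median). For sequencing depth, r was −0.595 (Spearman −0.511, permutation p = 0.143 and 0.163, adjusted p = 0.285 by the Benjamini-Hochberg method, r = −0.436 without the 2 farthest samples). Carry-over may account for the differences. The relation with sequencing depth was weaker, and with 15 samples a contribution of depth cannot be excluded.

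Other groupings of the samples were compared with the real ones. For each of the 5 pairs of groups, 1 of the 4 splits that part all same-numbered replicates gave as many DEGs, the real one. The other 3, and the splits of the 10 that leave some same-numbered replicates together, gave 0 DEGs. In these other splits, the genes with an unadjusted p under 0.05 numbered 17 to 114 for scFv-58F, 48 to 320 for scFv-645, 29 to 374 between the strains and up to 97 for Curcumin, and for CPTH2 from 9 upwards but below the highest number of scFv-645. With so few splits, chance cannot be excluded by this count alone. Among 100 regroupings within replicate numbers, the real one included, 4 gave a specific list as large, 3 a CPTH2 list as large and 1, the real one, as many genes shared with CPTH2. The largest lists were 262 and 706 genes, and the largest other number of shared genes was 27. All 3 other regroupings with a specific list as large had 3 samples of a single condition in the place of scFv-58F. Both others with a CPTH2 list as large had 3 samples of a single condition in the place of CPTH2, and 1 of them held the real groups in other places.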
